# Fibrotic remodeling in the NOD/ShiLtJ mouse model of Sjögren’s disease: insights from single-cell transcriptomics and AI-driven ECM quantification

**DOI:** 10.3389/fimmu.2026.1779014

**Published:** 2026-07-20

**Authors:** Jennifer M. Morrissey, Deirdre A. Nelson, Li Chen, Mathieu Petitjean, Joey R. Tavarez, Amber L. Altrieth-Flagg, Nicholas L. Moskwa, Renae Williams-Atkinson, Ben Fowler, Rafael Pena, Kennedi Weston, Nikhita Kumar, Nathan Aist, Melinda Larsen

**Keywords:** extracellular matrix, fibrosis, nintedanib, NOD/ShiLtJ mouse, salivary gland, single-cell RNA sequencing, Sjögren’s disease

## Abstract

**Introduction:**

Sjögren's Disease (SjD) is an autoimmune disorder characterized by salivary gland hypofunction and lymphocytic infiltration, yet the contribution of fibrosis to glandular dysfunction remains unclear.

**Methods:**

We evaluated the NOD/ShiLtJ mouse as a model for salivary gland fibrosis and used it to examine the impact of antifibrotic therapy on extracellular matrix (ECM) remodeling. To assess therapeutic potential, we treated NOD/ShiLtJ female mice with nintedanib, an FDA-approved antifibrotic agent used to treat chronic fibrosing interstitial lung disease. Fibrosis was assessed using single-cell RNA sequencing combined with Picrosirius red staining and AI-assisted digital pathology quantification of collagen I patterning with FibroNest.

**Results:**

Single-cell RNA sequencing revealed that fibroblast populations in the submandibular and sublingual salivary glands of the female NOD/ShiLtJ mouse exhibited increased levels of ECM genes, including *Col1a1*, *Col1a2*, and *Col3a1*, relative to control mice. Consistent with these transcriptional changes, Picrosirius Red staining, combined with AI-assisted fibrosis quantification of collagen I patterns, demonstrated significant fibrotic remodeling in the periacinar ECM in submandibular glands of female NOD/ShiLtJ mice relative to controls. Notably, fibrosis severity strongly correlated with the diabetic phenotype characteristic of this strain, and both periductal and periacinar fibrosis progressed with age. An 8-week nintedanib treatment resulted in modest but measurable reductions across multiple fibrotic indices.

**Discussion:**

Collectively, these findings establish the NOD/ShiLtJ strain as a model of SjD-associated salivary gland fibrosis and provide proof-of-concept evidence supporting antifibrotic strategies as a potential therapeutic avenue for salivary gland dysfunction in SjD.

## 1 Introduction

SjD is a rheumatic autoimmune disease that occurs primarily in menopausal females that leads to chronic and severe dry eye and dry mouth. The dry mouth symptoms are ascribed to salivary hypofunction, which is defined by a decrease in saliva production (1), and leads to the subjective feeling of xerostomia (dry mouth), halitosis (bad breath), dysphagia (difficulty swallowing), dysphonia (hoarseness), dysgeusia (altered taste), burning sensations in the oral cavity, dental caries (cavities), oral candidiasis (fungal infections), gingivitis, and periodontitis (inflammation of the gums). These oral symptoms cause a significant decrease in quality of life for SjD patients (2). Although there are new strategies being investigated, there are currently few treatments available (2, 3).

While SjD is characterized by hyposalivation, the underlying cellular and molecular mechanisms for this pathology are not fully understood. However, it is known that the etiology of SjD is complex with risk factors including age, female sex, as well as genetic, epigenetic, environmental, and stochastic factors leading to dysregulation of both innate and adaptive immunity (4–6). Inflammation is generally inversely correlated with gland function, while fibrosis is less understood and less studied. Fibrosis is the excessive accumulation of extracellular matrix (ECM) within tissues. The ECM is a complex extracellular structural and regulatory network comprised of collagens, glycoproteins, glycosaminoglycans, growth factors, and other regulators including various proteases (7–9). These ECM molecules are critical in both development of the gland and for maintaining gland homeostasis in adults; however, their relationship with SjD development is incompletely understood.

Fibroblasts, which reside in the connective tissue of organs, are required contributors to development and homeostasis, in part through their production and remodeling of ECM (10). However, fibroblasts can also undergo conversion to a phenotype known as a myofibroblast, where they contribute to aberrant ECM production and remodeling to become drivers of fibrosis (11) and inflammation (12, 13). Tissue damage and wounding can promote a fibroblast to myofibroblast transition, and these myofibroblasts have enhanced ECM deposition and modification capacity to promote healing. However, when this repair process is not productive and the wound does not heal, fibrosis persists and expands causing tissue pathology and impaired organ function (14, 15). Fibroblasts from SjD patient’s salivary glands, show proinflammatory properties (16–18) and therefore are potential disease drivers of SjD.

Patients with suspected SjD are assessed using the 2016 ACR–EULAR Classification Criteria, which was jointly developed by the American College of Rheumatology (ACR) and the European League Against Rheumatism (EULAR). A classification of SjD requires a total score of 4 or greater from the weighted sum of scores from 4 objective criteria: anti-SSA antibodies, focus score, ocular tests, and salivary flow (19). Salivary fibrosis is relatively common in SjD patients and is observed in labial salivary glands from SjD patients from which focus scores are calculated (20). Although fibrosis is positively associated with focus scores independent of age and negatively correlated with gland function in SjD patients (20), it is not used as a diagnostic factor for SjD diagnosis. The correlations of fibrosis with salivary gland dysfunction and proinflammatory fibroblasts highlight fibrosis as an underappreciated potential disease metric for SjD.

The non-obese diabetic (NOD/ShiLtJ) mouse, which develops both diabetes and a Sjogren’s like disease, has been used as a model for SjD because it develops many features of the disease. Similar to humans, the mouse develops autoantibodies and progressive B cell-containing lymphocytic infiltrates in the salivary glands over time, primarily within the proximity of large ducts (21–24). Lymphocytic infiltration into the submandibular salivary gland (SMG) begins by 12 weeks, and progresses to involve many large lymphocytic foci by 18 to 22 weeks in the NOD/ShiLtJ SMG (21). Infiltrations are accompanied by a peri-ductal fibrotic response in NOD mice, as documented previously with trichrome staining (25, 26).

Anti-fibrotic drugs have been tested as therapeutics for many diseases with some degree of success. Nintedanib, one of three FDA-approved anti-fibrotic drugs, targets multiple tyrosine kinases, including platelet-derived growth factor receptors (PDGFRs), vascular endothelial growth factor receptors (VEGFR)-1 and 2, and fibroblast growth factor receptors (FGFR)-1–3 (27). Phase II and III pooled clinical trials, conducted using nintedanib (OFEV) in the treatment of idiopathic pulmonary fibrosis (IPF) showed significant improvement in treated patients when compared to placebo treated patients (28). In IPF, nintedanib reduced growth factor-stimulated migration and proliferation of fibroblasts and expression of markers for transforming growth factor beta (TGFβ)-induced transition of fibroblasts to myofibroblasts, which is a hallmark of fibrotic disease (29). Nintedanib has also shown efficacy in reducing fibrosis in mouse models for several conditions in different organs, including IPF (30), interstitial lung disease (ILD) (31), systemic sclerosis (skin) (32), and liver fibrosis (33). The primary target of nintedanib in these studies is assumed to be growth factor signaling in the myofibroblasts; however, in most studies direct targets were not confirmed. While fibrosis has been shown to impair gland function in several diseases including decreased lung function in IPF (34) and decreased kidney function in chronic kidney disease (CKD) (35), whether fibrosis is a causative factor in SjD related salivary gland hypofunction is unknown.

We hypothesized that fibroblast-driven fibrosis is partially responsible for SjD disease progression. To examine its relevance in a disease model for SjD, we examined the fibrotic response in NOD/ShiLtJ mouse submandibular glands and used AI-assisted quantification of Picrosirius Red (PSR)-stained SMGs to quantify changes in the patterning of collagen I detected by PSR staining. We evaluated treatment of NOD/ShiLtJ mice during SjD disease development with the fibrotic inhibitor nintedanib to provide insight into whether fibrotic inhibitors might promise as a therapeutic option for SjD patients.

## 2 Materials and methods

### 2.1 Animal husbandry

Female NOD/ShiLtJ mice (RRID: IMSR_JAX:001976) and outbred CD1 mice (Crl: CD1(ICR)) were maintained by the University at Albany per approved IACUC protocol. Mice were ear punched with unique identifiers after arrival at University at Albany, allowing blind data processing. Mice were housed 5 per cage and kept in a 12-hour light/dark cycle. Cages were cleaned every other day. Starting at 12 weeks, wet feed was provided daily. All procedures, tissue and fluid collections were performed per approved IACUC protocol. Mice were assessed daily/weekly for body condition and other general health characteristics, including dehydration. NOD/ShiLtJ mice that seemed dehydrated were given sterile subcutaneous saline injections as needed.

### 2.2 Cell isolation for RNA sequencing

Mouse SMGs from four mice each of NOD/ShiLtJ and CD-1 together with adjacent sublingual glands (SLGs) were harvested and pooled. The four glands in two dishes containing 1.6 mL of Hanks Buffered Saline Solution (HBSS) and 400 µL of 2X collagenase/hyaluronidase and were broken into lobules using forceps for 10 minutes. Immediately following, an equal volume of 1.6 U/mL dispase was added, and the tissue was incubated for 10 minutes at 37 °C. The suspension was triturated 100 times and again 100 times 5 minutes later. The suspension was transferred to a 15 mL conical tube and centrifuged at 450xg for 5 minutes. The supernatant was discarded, and the cells were resuspended in 5 mL of 1xHBSS/5mM EDTA and centrifuged at 10xg for 1 minute. The supernatant was transferred to a new 15 mL tube and centrifuged at 300xg for 8 minutes. The cells were resuspended in 1 mL of 0.5 mg/mL DNAse and left at room temperature for 2 minutes then resuspended in 5 mL of 1xHBSS/5 mM EDTA. The cells then underwent epithelial cell depletion and dead cell depletion as described previously (36).

### 2.3 scRNA-seq

Single cell RNA sequencing analysis was performed as described previously (36), except that sequencing was performed on the NextSeq500. The two datasets (NOD/ShiLtJ and CD1) were integrated prior to analysis. Marker genes to identify cell types and to quantify changes in fibroblast populations were the same as we described previously and are shown in the figures (36–38).

### 2.4 Nintedanib treatment

Nintedanib (Selleck, Houston, TX) or vehicle (0.5% hydroxyethyl cellulose) treatment was started at 16 weeks of age, where each group contained 8 female NOD/ShiLtJ mice. Mice were treated every other day via oral gavage until 24 weeks of age. The vehicle (0.5% hydroxyethyl cellulose solution) (Sigma-Aldrich, St. Louis, MO) was prepared in water and adjusted to a pH of 3 with 1M (1N) hydrochloric acid. 20 mg of nintedanib was dissolved in 3.3 mL of 0.5% hydroxyethyl cellulose solution by warming solution to approximately 37 °C and vortexing for 30 seconds and rolling on a shaker for at least 2 minutes. Individual aliquots were frozen until use at -20 °C. Nintedanib was prepared at a concentration of 60 mg/mL, and each mouse was dosed with 1.5 mg for each oral gavage.

### 2.5 Glucose measurement

Glucose measurements were performed at 20 and 24 weeks on NOD/ShiLtJ mice using the FreeStyle Glucometer and test strips (Abbott, Lake County, Illinois). Glucose readings were taken mid-morning from nonfasted mice. Tails were wiped clean with alcohol and dried with gauze. A 27G needle was used to prick the tail to cause a small bubble of blood on the surface, which was absorbed onto the strip. The Freestyle test strip was placed in the meter, and a reading was obtained and recorded.

### 2.6 Cryopreservation and cryosectioning

Mice were euthanized using carbon dioxide at a CO_2_ flow rate of 2.1 L/min. Both SMG and SLG glands were removed, keeping the SLG attached to the SMG and weighed on an analytical balance. Glands were collected at 16, 20, or 24 weeks of age, as indicated. Glands were fixed and cryopreserved as previously described (37). Slides were collected by systematic serial sectioning with 10 µm sections using a Leica Biosystems cryostat, Model CM1860 (Leica Biosystems, Deer Park, IL). Tissues were arrayed one per slide on 27 slides, until all 27 slides contained a section, and then the 28^th^ section was applied to slide 1, continuing until the entire tissue was sectioned. Sections were dried for 30 minutes at room temperature and stored at −80 °C.

### 2.7 Picrosirius red staining

Slides containing tissue sections from NOD/ShiLtJ or CD1 SMG/SLG were removed from the -80 °C freezer and placed in Bouin’s Fixative (Polysciences, Warrington, PA) at room temperature (RT) overnight. Slides were then placed in 60 °C pre-warmed Bouin’s fluid and incubated at 60 °C for 60 min. Slides were dipped in tap water 10 times, then placed in Picrosirius Red (PSR) stain (ScyTec Laboratories, Logan, Utah) for 15 min. PSR-stained slides were then washed in running tap water for 1 minute and then incubated in picric acid (New Commer Supply, Middleton, WI) for 40 minutes and isopropanol for 5 minutes. Slides underwent a series of dehydration steps and were dipped 5 times in each of the following solutions, 100% ethanol, and 100% ethanol. Slides were then dipped 10 times in a 1:1 mixture of 100% ethanol and xylene (Sigma-Aldrich, St. Louis, MO), and incubated in a xylene bath for 1 minute, followed by one final xylene bath for 1 minute. Coverslips were mounted with 20-40 µL of Permount mounting medium (Electron Microscopy Sciences, Hatfield, PA).

### 2.8 Slide imaging and digital pathology

Slides from tissue microarrays containing samples from NOD and CD1 mice (21) that were stained with PSR were imaged using an EVIDENT VS200 slide scanner (EVIDENT Scientific, Tokyo, Japan). The exported images were processed in Photoshop (Adobe, San Jose, CA). For the NOD and CD1 images that were quantified by Pharmanest, one slide from each animal containing 5–6 sections was digitized on a Whole Slide Imaging (WSI) Hamamatsu NanoZoomer, RS2.0 Scanner (Hamamatsu Photonics K.K., Bridgewater, NJ) at 40X (0.250 micron per pixel). Images were viewed using the Hamamatsu NDP.view2 Image viewing software U12388-01. Images were quantified with FIJI (39).

### 2.9 Digital pathology quantification of the fibrosis phenotype

A representative WSI digital image of a PSR-stained tissue that contained minimal rips or folds was selected from the central region of each gland and uploaded for Digital Pathology quantification with FibroNest™ (PharmaNest, Princeton, NJ), a cloud-based, high-resolution, single-fiber image analysis platform. FibroNest was used to quantify the fibrosis phenotype in the context of three complementary phenotypic layers for: (i) collagen deposition and structure features (12 traits), (ii) fiber morphometry (12 traits), and (iii) fibrosis architecture (7 traits to measure the organization of the fiber (40)).

Color normalization and standardization (41, 42) were performed to standardize the images. Each trait was quantified with 7 quantitative statistical parameters (qFTs) to account for severity, distortion, and variance, resulting in a total of 337 qFTs. Fibers were also classified into “fine” (simple skeleton or low node/branch ratio) and “assembled” (complex skeleton or high node/branch ratio). The dimensionality of the qFT dataset was automatically reduced by identifying the traits (principal qFTs) that exhibit a significant (p<0.05) and meaningful (>20%) relative difference (group average) between the CD1 group and the NOD/ShiLtJ group. The principal qFTs (140 in this dataset) were assembled into a normalized Phenotypic Fibrosis Composite Score, and their variation was visualized in the form of a heat map. Similarly, the principal qFT that are associated with a specific phenotype layer (Collagen Deposition, Morphometry of the Fibers and Architecture of the Fibrosis), or a specific class (Fine-FINE or Assembled fibers- ASSBLD), were assembled into specific sub-scores, for instance the Fibrosis Morphometric Composite Score for Assembled fibers. Differences between the vehicle- and nintedanib-treated SMGs for each qFT were calculated by Student’s t-test. A visual workflow of the method and the full list and nomenclature describing all of the 336 fibrosis qFTs as previously described (43).

## 3 Results

### 3.1 NOD/ShiLtJ fibroblasts and macrophages show a pro-inflammatory/fibrotic phenotype at 20 weeks

To determine if the NOD/ShiLtJ mouse develops a fibrotic response in the submandibular glands, female NOD/ShiLtJ mice were aged to 20 weeks, as previous studies have shown significant lymphocytic infiltration of the SMG, and onset of disease by 18 weeks (21). 

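The single-cell RNA sequencing (scRNAseq) compared 1 NOD/ShiLtJ library with 1 CD1 library. Each was made from pooled submandibular glands and adjacent sublingual glands of 20-week-old female mice. NOD/ShiLtJ is an inbred strain and CD1 is an outbred strain. The paper gives 4 mice per pool, whereas the sample labels give 3. The paper describes dissociation with collagenase/hyaluronidase and dispase, and the labels name Liberase and dispase. Cells carrying EpCAM or Ter119 were depleted and dead cells were removed before loading, so shares of cell types describe what these steps left. Because the mice of a strain were pooled, there is no replicate, and no difference between the strains could be tested.

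The values start from the deposited counts of unique molecular identifiers (UMIs, each standing for 1 captured RNA molecule) from Cell Ranger 8.0.0. They cover all barcodes, with genes given by symbol. The genome build is not given in the sources used here, so no gene is placed on the genome. The NOD library holds 52790319 UMIs over 1298073 barcodes and the CD1 library 56483149 UMIs over 1331542 barcodes. The paper refers to an earlier study for its cell filters and does not name them. Here, barcodes with at least 500 UMIs, at least 300 genes and at most 10% mitochondrial UMIs were kept. Of these, the 193 NOD and 258 CD1 barcodes with the highest Scrublet scores were removed as doublets, droplets that hold more than 1 cell. This left 4724 NOD cells with a median of 6674 UMIs and 2564 genes, and 5416 CD1 cells with a median of 7406 UMIs and 2798 genes.

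The 2 libraries were integrated with Seurat anchors and clustered at a Louvain resolution of 0.5. Genes that the paper names and genes of the Matrisome categories were left out of the clustering features, so they did not define the cells in which they are compared. Clusters were named by marker lists, with "-like" added to each name because the names were rebuilt here. Transcript levels are UMIs summed over the cells of a class in a library, as counts per 1000000 UMIs of that class (CPM). Log2 ratios are NOD over CD1, so positive values are higher in NOD. Intervals are exact 95% intervals, apart from those for the ratio of macrophage-like to endothelial-like cells, which use a normal approximation. All intervals cover counting error only and leave out differences between mice. Those for transcript levels also leave out differences between the cells of a class.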

Glands were collected from naïve NOD/ShiLtJ and age-matched outbred, control mice (strain CD-1) at 20 weeks and subjected to cell dissociation and single-cell RNA sequencing (scRNAseq) to identify changes in key cell populations (**Figure 1A**). 

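T-like cells made up 36.4% of the NOD cells (1718 of 4724 cells, 95% interval 35.0% to 37.8%) and 1.61% of the CD1 cells (87 of 5416 cells, 1.29% to 1.98%). B-like cells made up 12.6% of the NOD cells (593 cells, 11.6% to 13.5%) and 0.148% of the CD1 cells (8 cells, 0.0638% to 0.291%). Natural killer (NK)-like cells, named from *Xcl1*, *Klrd1* and related genes, made up 13.8% in NOD and 6.37% in CD1. Macrophage-like cells made up 6.22% in NOD (294 cells) and 30.2% in CD1 (1637 cells). With each library clustered alone, these shares were 11.0% and 11.8%, and a CD1 cluster of 991 cells with 6 macrophage markers raised stayed unnamed. Placing each cell by its own markers gave 11.1% and 41.7%. Both of these settings were applied to macrophage-like cells only after the values were seen. The shares of endothelial-like cells were 17.3% in NOD (815 cells) and 40.7% in CD1 (2203 cells). Because shares add up to the whole of a library, a rise in T-like cells lowers the other shares even if their numbers per gland are unchanged.

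The largest change to the T-like result came from a limit of 5% mitochondrial UMIs. It gave a difference of 30.1 percentage points in place of 34.8, and for B-like cells 7.41 in place of 12.4. Unnamed clusters held 10.7% of the NOD cells (504) and 17.8% of the CD1 cells (963). Of these, 348 NOD and 870 CD1 cells lay in 3 clusters that fitted the macrophage, endothelial or epithelial list best and stayed unnamed because they had few UMIs and no marker among their leading 10 genes.

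**Figure D1:**
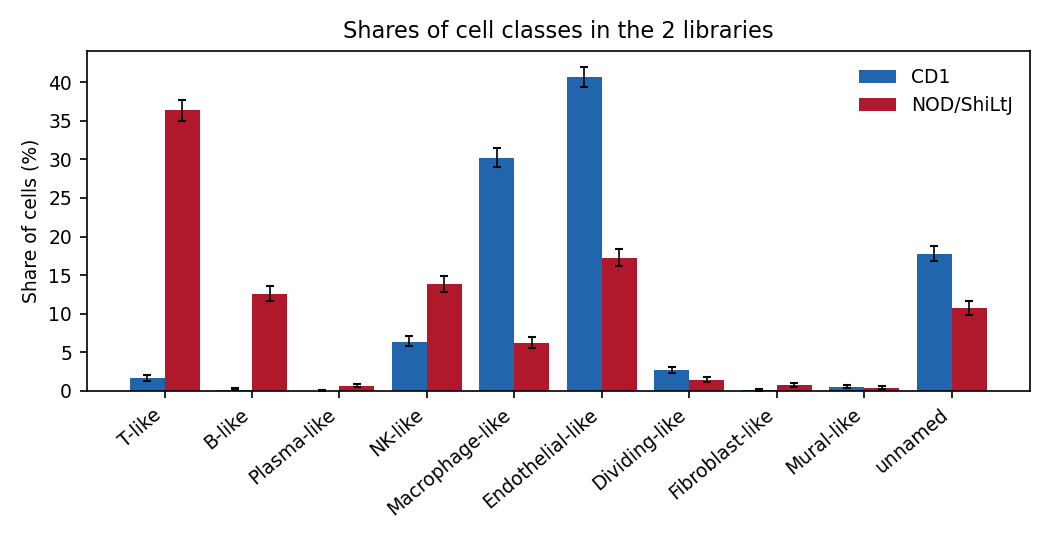
Share of cells (%) in each cell class of the NOD/ShiLtJ and CD1 libraries, with bars for the share and lines for its 95% interval. T-like and B-like cells are higher in NOD, and macrophage-like and endothelial-like cells in CD1.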

We observed changes in the amount of adaptive immune cells in the NOD/ShiLtJ as compared with the CD1 sample (**Figure 1B**), consistent with the increased lymphocytic infiltration previously reported. Established cell marker genes were used to identify and subcluster the cell populations for downstream analysis (21) (**Figure 1C**). 

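Over both libraries, *Cd3e* stood at 571 CPM in T-like cells, 166 in NK-like cells and 2.73 in endothelial-like cells. *Cd79a* stood at 1497 in B-like and 3.14 in T-like cells. *Csf1r* reached 1009.8 in macrophage-like and 1.10 in T-like cells, and *Kdr* 2565 in endothelial-like and 3.45 in T-like cells. *Krt18*, the epithelial marker of the violin plot, stood at 765 in NOD and 765 in CD1 in a cluster led by kallikrein genes (32 NOD and 117 CD1 cells) and at no more than 63.1 in any named class of either library. That cluster fitted the epithelial list best, with 4 markers raised, and is the unnamed epithelial cluster above. A plasma-like cluster led by *Igha* and *Jchain* held 31 NOD cells and 0 CD1 cells, or 33 and 10 with doublets kept.

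Cells of the stromal clusters were clustered again and formed 3 groups. The fibroblast-like group, led by *Dcn*, *Gsn* and *Lama2*, held 35 NOD cells and 4 CD1 cells. A mural-like group led by *Rgs5*, *Abcc9* and *Notch3* held 16 NOD and 10 CD1 cells. Another group, led by *Acta2*, *Myh11* and *Tagln*, was also named mural-like and held 0 NOD and 16 CD1 cells. All 16 carried *Krt5* and *Krt14*, which myoepithelial cells express, so this group differs from the mural-like cells of NOD. With doublets kept, the matching group stayed unnamed and held 4 NOD and 19 CD1 cells, so its absence from NOD came from the doublet step.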

When comparing the cell populations in NOD/ShiLtJ vs CD1 mouse salivary glands, we measured the abundance of transcripts for genes in inflammatory mediators and Matrisome categories (44) (**Figure 1D**). 

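Collagens (44 genes), glycoproteins (116) and proteoglycans (36) were also summed as the core matrisome, beside regulators (217), cytokines (98) and further secreted factors (107). These lists were assembled here and are not the lists of the paper. After the fibroblast-like cells, mural-like and endothelial-like cells held the most core matrisome RNA. In mural-like cells it stood at 25398 CPM in NOD and 16849 in CD1 (log2 0.59, interval 0.53 to 0.65). However, 16 of the 26 CD1 cells belong to the *Krt5* and *Krt14* group, which has 0 NOD cells once doublets are removed. In the mural-like group found in both libraries the core matrisome stood at 25398 and 19603 (log2 0.37, interval 0.29 to 0.46). Median-of-ratios scaling leaves a core matrisome ratio of 0.06 in the class as a whole, where it shifts all ratios by -0.53, and 0.32 in the shared group. The shift is taken from genes with enough UMIs in both libraries, which favors genes high in the library with fewer UMIs. In endothelial-like cells the core matrisome was lower in NOD, at 20562 against 23775 (log2 -0.21, interval -0.22 to -0.20). T-like cells had 1610.4 in NOD and 1115 in CD1 (log2 0.53), NK-like cells 1342 and 1504 (log2 -0.16), and B-like cells 1120 and 1808 (log2 -0.69, or -0.54 with median-of-ratios scaling, which shifts this class by 0.15). Most of the B-like totals came from 1 proteoglycan gene, *Srgn* (812 CPM in NOD and 1279 in CD1).

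Transcripts of cytokines were found in all of these classes. They stood at 4478 CPM in NOD and 3100.0 in CD1 in T-like cells (log2 0.53), and at 6988 and 5595 in NK-like cells (log2 0.32). In endothelial-like cells they were lower in NOD, at 2549 against 2888 (log2 -0.18). Empty droplets, which hold RNA released from broken cells, had 3537 core matrisome CPM in NOD and 7497 in CD1 (log2 -1.08).

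**Figure D2:**
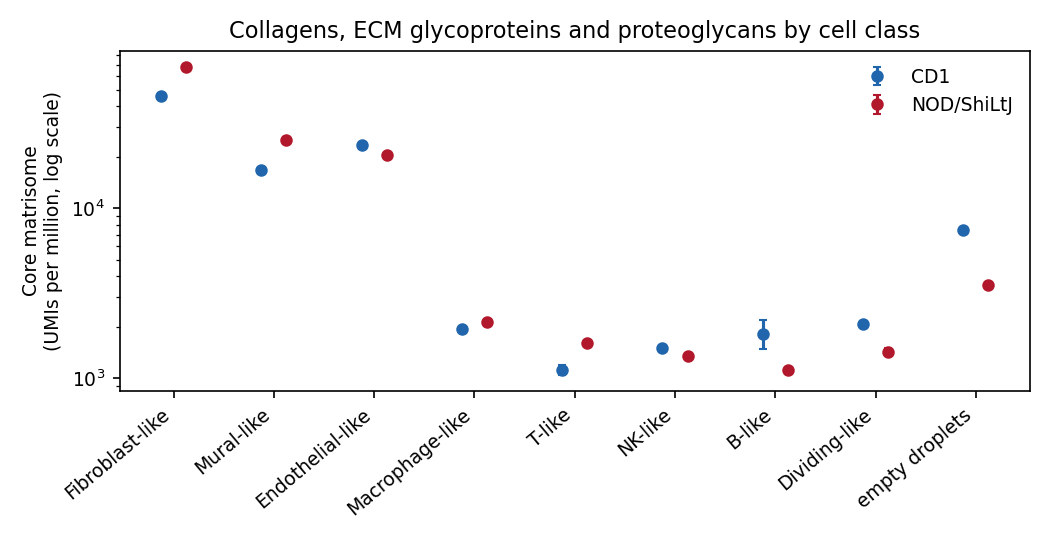
Core matrisome CPM (log scale) in each cell class and in empty droplets, with points for the libraries and lines for 95% intervals. Fibroblast-like cells lie above the other classes in both libraries.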

While many cell populations expressed genes encoding inflammatory mediators and secreted molecules, the fibroblasts from the NOD mouse salivary glands expressed significantly higher levels of specific collagens, Matrisome regulators, glycoproteins, and proteoglycans than fibroblasts from CD1 mouse salivary glands. 

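In the fibroblast-like cells, collagens stood at 18583 CPM in NOD (18202 to 18969) and 8402 in CD1 (7745 to 9099), a log2 ratio of 1.15 (1.03 to 1.27). Regulators stood at 20652 and 14539.8 (log2 0.51, interval 0.41 to 0.60), glycoproteins at 30742 and 26399.5 (log2 0.22, interval 0.15 to 0.29), and proteoglycans at 18875 and 11388 (log2 0.73, interval 0.63 to 0.83). For cytokines the values were 6900.2 and 4138 (log2 0.74, interval 0.57 to 0.91). Further secreted factors gave 4831 and 4291, with an interval that holds 0 (log2 0.17, interval -0.00 to 0.35). The core matrisome as a whole stood at 68199.8 (67470 to 68936) and 46189 (44632 to 47786), a log2 ratio of 0.56 (0.51 to 0.61).

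These ratios rest on 35 NOD cells (median 14491 UMIs, 488682 in all) and 4 CD1 cells (median 18132, 72009 in all). Of the 4 CD1 cells, 2 held a *Pdgfra* UMI, 1 held *Krt5* and 1 held *Gfra3*, a gene of Schwann cells. In the CD1 cells the core matrisome made up 1.96% to 9.99% of the UMIs of a cell, and in the NOD cells 2.60% to 9.75%. Taking mural-like cells in with them moved the ratio of the core matrisome in fibroblast-like cells most, to 1.48 (51 NOD and 30 CD1 cells). Median-of-ratios scaling, which shifts all ratios of this class by 0.25, gave 0.81. Of 13 alternatives with a value, 7 turned the ratio below 0, and 1 of these 7 was chosen only after the cells were seen. All 7 changed which cells enter the class, while some of the others only rescale the same 35 NOD and 4 CD1 cells. With doublets kept, 38 NOD and 9 CD1 fibroblast-like cells gave 65253 and 73383 CPM (log2 -0.17). A minimum of 1000 UMIs and 500 genes gave -0.23 (34 and 4 cells), and a limit of 20% mitochondrial UMIs gave -0.14 (42 and 9 cells).

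The doublet step removed 7 of 9 CD1 fibroblast-like barcodes and 3 of 38 NOD barcodes. The 2 CD1 barcodes left had a median core matrisome share of 7.27%, against 6.73% in the 35 NOD cells that were kept, and a median of 0.215% of UMIs from markers of other cell classes. The other 2 of the 4 CD1 cells joined the class only when the cells were clustered without the removed barcodes, and they held no *Pdgfra*. The 7 CD1 barcodes had a median of 14371 UMIs, of which a median of 0.0449% came from markers of other cell classes. The 35 NOD cells that were kept had 0.0394%. Their upper quartile was 0.0547%, above the CD1 median. Collagens stayed higher in NOD under all 13 alternatives (log2 0.13 to 2.29), some of which only rescale the same cells. A stable direction in 2 libraries without replicates does not show that the strains differ in collagens. The direction for regulators, cytokines, glycoproteins, proteoglycans and the core matrisome is not settled by these 2 libraries.

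**Figure D3:**
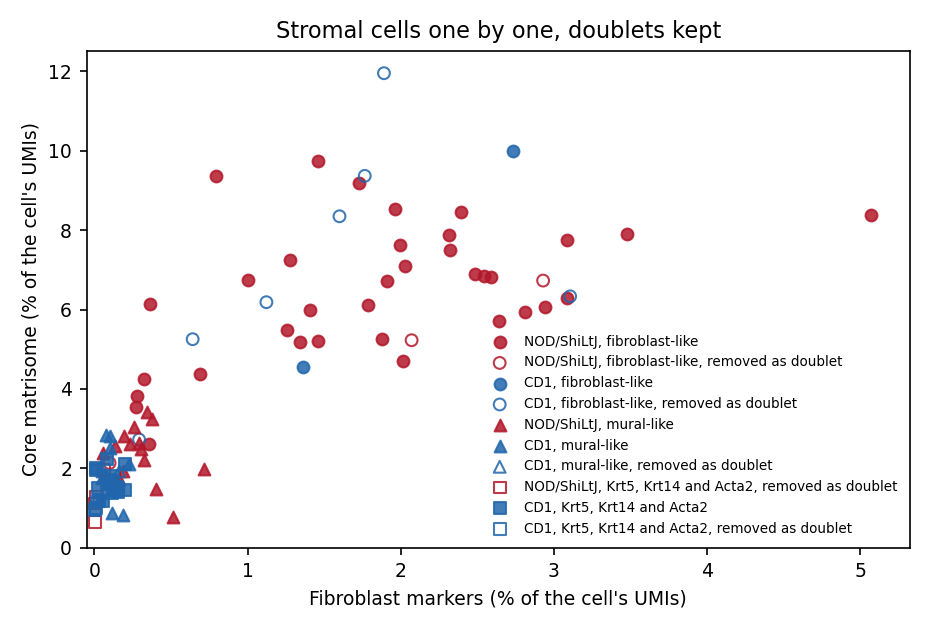
Core matrisome against fibroblast markers (both as % of the UMIs of a cell), with a point per stromal cell and barcodes removed as doublets drawn open. Most CD1 fibroblast-like points are open and lie among those of NOD.

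**Figure D4:**
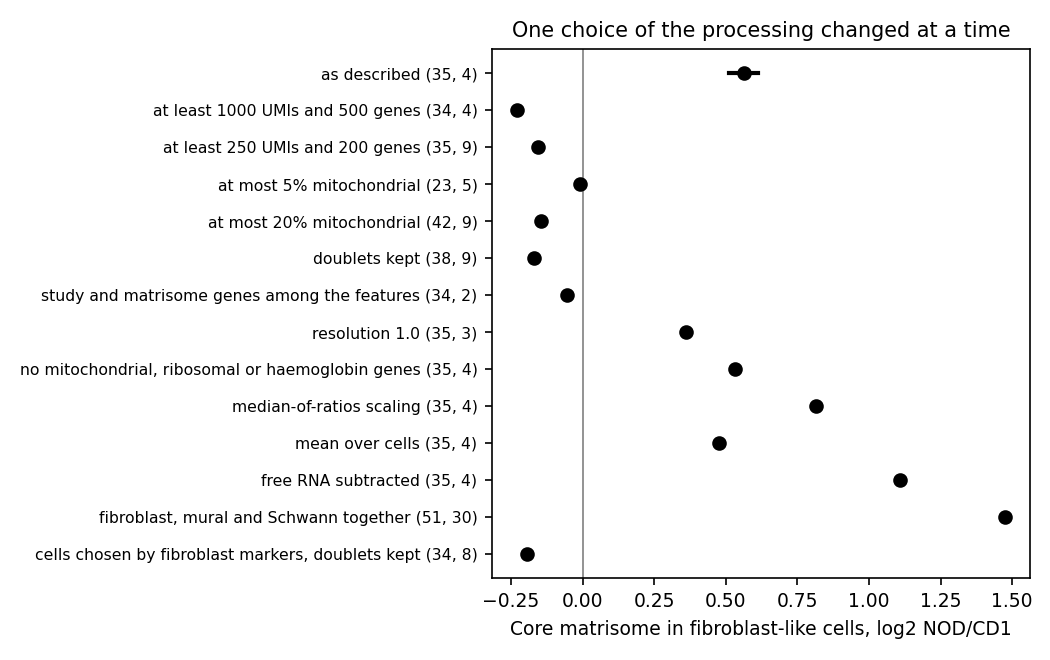
Core matrisome log2 ratio (NOD over CD1) in fibroblast-like cells for each choice of processing, with NOD and CD1 cell numbers in brackets and a line for the 95% interval of the uppermost point. Points lie on both sides of 0.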

Macrophages also expressed higher levels of ECM mRNAs in the NOD as compared to the CD1 SMG.

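In macrophage-like cells (294 NOD cells with a median of 9045.5 UMIs, 1637 CD1 cells with 8885), the core matrisome stood at 2150.2 CPM in NOD and 1939.9 in CD1. This is a log2 ratio of 0.15 (0.11 to 0.19). Glycoproteins carried the difference, at 1116 and 917 (log2 0.28, interval 0.23 to 0.34). Collagens (396 and 373, log2 0.09, interval -0.01 to 0.18) and proteoglycans (639 and 650.0, log2 -0.03, interval -0.10 to 0.05) did not differ beyond counting error. Most of the proteoglycan RNA was *Srgn* (616 and 635 CPM). Regulators were lower in NOD, at 22479.5 against 28796 (log2 -0.36), as were further secreted factors, at 1456 against 1765 (log2 -0.28). Cytokines were higher, at 4413 against 3647 (log2 0.28).

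Among glycoprotein genes, *Tgfbi* (308 and 154 CPM, log2 1.00), *Fgl2* (246 and 137, log2 0.85) and *Fn1* (84 and 5 UMIs, log2 6.52) were higher in NOD. *Fn1* fell to 1.40 with doublets kept and to -2.71 with each library clustered alone. *Spp1* was lower in NOD (10.9 and 147 CPM, log2 -3.75). The ratio of the core matrisome turned below 0 with each library clustered alone (log2 -0.08) and with a limit of 20% mitochondrial UMIs (log2 -0.06). Median-of-ratios scaling, which shifts all ratios of this class by -0.14, gave 0.01.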

**Figure 1:**
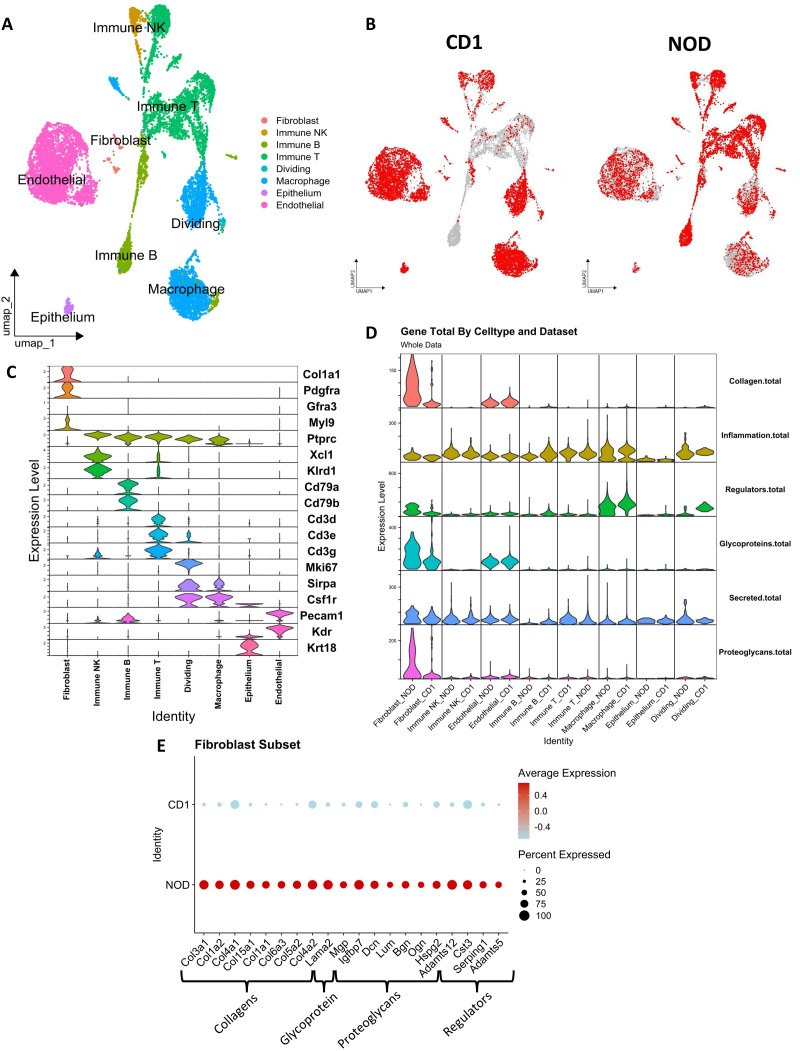
Single Cell RNA-seq analysis comparing CD1 mice and NOD/ShiLtJ mice at 20 weeks. **(A)** Uniform Manifold Approximation and Projection (UMAP) of the integrated dataset from CD1 and NOD/ShiLtJ female mouse SMG and SLG salivary glands (n = 4 mice of each strain). **(B)** A UMAP showing all cell contributions in red from the CD1 (left) or NOD (right) samples in the integrated dataset. **(C)** A violin plot showing key genes used to identify each cell cluster in the X axis. Fibroblasts are *Myl9*^+^, *Pdgfra^+^* and *Col1a1*^+^. The dividing cells are largely not fibroblasts but are primarily a mix of *Csf1r^+^*, *Sirpa*^+^, *Ptprc*^+^ macrophages and *CD3e*^+^ T cells. **(D)** A violin plot showing the expression of ECM and ECM-associated proteins in indicated clusters. The cell populations are separated by dataset of origin to allow for comparison of expression levels. **(E)** A dotplot illustrating the differences in the DEGs in the fibroblast cluster for each ECM category between CD1 and NOD/ShiLtJ salivary gland cells.

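*Col1a1* and *Pdgfra* marked the same group of stromal cells, and *Myl9* marked a different group. *Col1a1* was found in 33 and *Pdgfra* in 34 of the 35 NOD fibroblast-like cells, and in 3 and 2 of the 4 CD1 cells. *Myl9* was found in 7 of the 35 NOD cells (20.0%) and 1 of the 4 CD1 cells. Thinned to 500 UMIs per cell, 57.1% of the NOD cells held *Col1a1*, 45.7% *Pdgfra* and 0% *Myl9*, against 0% for each gene in CD1. T-like cells, which should lack these genes, held *Col1a1* in 0.349% of NOD cells and 0% of CD1 cells (median 6518 and 8096 UMIs). Thinned, these shares were 0.0582% and 0%.

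Over both libraries, *Myl9* stood at 917 CPM in mural-like cells and 17.8 in fibroblast-like cells. *Pdgfra* stood at 0 in mural-like cells and 1124 in fibroblast-like cells, and *Col1a1* at 18.1 and 1384. Of all 51 stromal cells of NOD, 7 held both *Pdgfra* and *Myl9*, and 32 held both *Pdgfra* and *Col1a1*. Of the 30 stromal cells of CD1, 22 held *Myl9* and 2 held *Pdgfra*.

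With doublets kept, the 58 NOD and 39 CD1 stromal cells gave a core matrisome ratio of 0.71. Weighting the CD1 groups by their mix in NOD turned this to -0.15. The same step took *Pdgfra* from 1.63 to 0.16 and collagens from 1.19 to 0.16. With doublets removed (51 and 30 cells), the ratio went from 1.48 to 0.55.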

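The dividing cells numbered 65 in NOD (1.38% of cells) and 143 in CD1 (2.64%). *Ptprc* was found in 84.6% of the NOD dividing cells and 78.3% of those of CD1. In CD1, 87.4% held *Csf1r* (125 cells), 69.9% *Sirpa* and 1.40% *Cd3e* (2 cells). In NOD, 26.2% held *Csf1r* (17 cells), 26.2% *Sirpa* and 50.8% *Cd3e* (33 cells). *Csf1r* or *Sirpa* without *Cd3d*, *Cd3e* or *Cd3g* was found in 30.8% of the NOD and 88.8% of the CD1 dividing cells, and a *Cd3* gene without *Csf1r* and *Sirpa* in 46.2% and 2.10%. *Pecam1* or *Kdr* was found in 24.6% of the NOD and 12.6% of the CD1 dividing cells. *Col1a1* or *Pdgfra* was found in 0 dividing cells of both libraries. This allows a share of cells with a UMI of up to 5.52% in NOD and 2.55% in CD1 and sets no limit on cells that express these genes. Thinned to 500 UMIs, the shares in NOD and CD1 were 46.2% and 33.6% for *Ptprc*, 7.69% and 35.0% for *Csf1r*, 1.54% and 9.79% for *Sirpa*, and 9.23% and 0% for *Cd3e*. Endothelial-like cells, which should lack the immune genes, held *Csf1r* in 0.982% and 2.59% and *Cd3e* in 4.91% and 0.272% of NOD and CD1 cells (median 5776 and 7062 UMIs, against 14452 and 11890.0 in dividing cells). After the same thinning, these shares were 0.123% and 0.136% for *Csf1r* and 0.368% and 0% for *Cd3e*.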

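In the fibroblast-like cells, 17 of the 20 genes from *Col3a1* to *Adamts5* in the dot plot had more CPM in NOD. For 14 of them the interval lay above 0. All 8 collagen genes were among these, for example *Col1a2* (2783 and 1083, log2 1.36, interval 1.03 to 1.71), *Col15a1* (1494 and 389, log2 1.94) and *Col4a1* (1414 and 805, log2 0.81). *Lama2* (4842 and 2041, log2 1.25), *Dcn* (13665 and 7332, log2 0.90), *Lum* (1582 and 847, log2 0.90), *Hspg2* (765 and 278, log2 1.46) and *Serping1* (1244 and 667, log2 0.90) were also higher. For *Bgn* (log2 0.24), *Ogn* (log2 0.28) and *Adamts5* (log2 0.13) the interval held 0. *Mgp* was lower in NOD (3792 and 7096, log2 -0.90, interval -1.05 to -0.76), as were *Igfbp7* (2012 and 2458, log2 -0.29, interval -0.52 to -0.05) and *Cst3* (1070.2 and 2458, log2 -1.20, interval -1.45 to -0.95).

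With doublets kept, 11 of the 20 genes were higher in NOD and 9 lower, and the median log2 ratio was 0.07 in place of 0.90. A minimum of 1000 UMIs and 500 genes left 9 of the 20 higher. These were the 2 lowest numbers. The other alternatives left from 12 (study and Matrisome genes among the features) to 19 (fibroblast, mural and Schwann clusters together) higher. *Dcn* (log2 -0.17) and *Lum* (log2 -0.70) turned lower in NOD with doublets kept.

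Thinned to 500 UMIs per cell, *Dcn* was found in 88.6% of the 35 NOD cells and 50% of the 4 CD1 cells, and *Col3a1* in 71.4% and 50%. Unthinned, the shares were 100% and 75% for *Dcn* and 97.1% and 75% for *Col3a1*. T-like cells, at median depths of 6518 UMIs in NOD and 8096 in CD1, held *Dcn* in 1.51% and 1.15% of cells, and 0.116% and 0% when thinned.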

Focusing on mRNAs in the Matrisome list (44, 45) that were expressed by the fibroblasts, we found many specific transcripts encoding collagens, glycoproteins, proteoglycans, and Matrisome regulatory proteins that were present at higher levels in the NOD/ShiLtJ mouse SMGs relative to the CD1 SMGs, with a large percentage of the cells expressing most of the genes examined (**Figure 1E**). Additionally, we performed unbiased comparisons between fibroblasts and macrophages to identify potentially novel genes that are related to the progression of the NOD/ShiLtJ phenotype (**Supplementary Figures 1A, B**). 

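All 15 genes of the fibroblast dot plot were higher in the NOD fibroblast-like cells, with log2 ratios from 0.78 (*Eif4g3*) to 5.25 (*Iigp1*, 775 UMIs in 35 NOD cells and 3 in 4 CD1 cells). All 15 genes of the macrophage dot plot were also higher in NOD, with the smallest log2 ratio at 0.29 (*Atxn1*, with an interval from -0.04 to 0.60). With doublets kept, all 15 fibroblast genes stayed higher in NOD (log2 0.01 to 5.83), 13 of them with an interval above 0. These genes were picked for being higher, so their number is no measure of how common such differences are.

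The test behind the ranking in the paper is not given in the sources used here. Ranked here by the bound of the interval nearest 0, among 4601 genes with at least 20 UMIs, the fibroblast-like genes higher in NOD were led by *Iigp1*, *Cxcl9* (147 and 0 UMIs), *Mmp3* (146 and 0), *Cblb* (201 and 2) and *Igfbp5* (284 and 4). Those higher in CD1 were led by *Cadm2* (0 and 110), *Kcna1* (0 and 74), *Nkain2* (1 and 61), *Flt1* (2 and 69) and *Itga6* (1 and 31). All UMIs of *Cadm2*, *Kcna1* and *Nkain2* in CD1 came from 1 cell, the 1 that held the Schwann cell gene *Gfra3* (29 UMIs), so they are not genes of the class as a whole. Of the 4 CD1 cells, 2 held *Flt1*, a gene that is far higher in endothelial-like cells.

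Among 12446 genes in macrophage-like cells, *Gvin3* (1305 and 34 UMIs, log2 7.71), *Iigp1* (476 and 33, log2 6.30), *Serpina3g* (log2 7.51), *Trim5* (log2 7.20) and *Fn1* led in NOD. *Abcb1b* (0 and 1353 UMIs), *Slc15a2* (2 and 669, log2 -5.94), *AY512915* (0 and 258), *Gm10320* (0 and 193) and *Spp1* led in CD1. Some of these differences are not confined to macrophage-like cells. *Trim5* (log2 8.28 and 5.36) and *Gvin3* (3.31 and 4.69) were also higher in NOD endothelial-like and NK-like cells. *Slc15a2* was lower in NOD endothelial-like cells (log2 -5.46) and had 0 and 118 UMIs in NK-like cells. In endothelial-like cells *Fn1* did not differ beyond counting error (log2 0.15). An allele or mapping difference was not tested for these 4 genes. *Xist*, as a check on sex, stood at 1354 and 1327 (log2 0.03).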

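*Fap* stood at 555 CPM in the NOD fibroblast-like cells (271 UMIs) and 194 in those of CD1 (14 UMIs), a log2 ratio of 1.51 (0.74 to 2.40). *Col3a1* stood at 3524 and 1555 (1722 and 112 UMIs, log2 1.18, interval 0.90 to 1.47), and *Adamts12* at 2501 and 680 (1222 and 49 UMIs, log2 1.88, interval 1.47 to 2.32). *Adamts12* stayed higher in NOD under all 13 alternatives run (0.89 to 3.28). *Fap* turned to -0.09 with a limit of 5% mitochondrial UMIs, and *Col3a1* to -0.17 with a minimum of 1000 UMIs and 500 genes. Unthinned, *Fap* was found in 100% of the 35 NOD cells and 75% of the 4 CD1 cells, and thinned to 500 UMIs in 17.1% and 25%. In T-like cells the unthinned shares for *Fap* were 0.698% in NOD and 0% in CD1, and the thinned shares 0.0582% and 0%.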

Within the list of the top 15 differentially expressed genes (DEGs), many genes that have been reported to be increased in activated pro-fibrotic fibroblast populations are higher in the NOD fibroblasts than the CD1 fibroblasts, including *Fap, Col3a1*, and *Adamts12 (*46–48). 

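For *Mrc2*, the fibroblast-like cells of NOD held 183 UMIs (374 CPM) and those of CD1 5 UMIs (69.4 CPM), a log2 ratio of 2.43 (1.18 to 4.07). *Mndal* stood at 510 and 97.2 (249 and 7 UMIs, log2 2.39, interval 1.33 to 3.72). Unthinned, *Mrc2* was found in 94.3% of the NOD and 50% of the CD1 cells, and *Mndal* in 88.6% and 75%. Thinned to 500 UMIs, the shares were 8.57% and 0% for *Mrc2* and 25.7% and 0% for *Mndal*. T-like cells held *Mrc2* in 0.931% of NOD and 3.45% of CD1 cells, and 0.233% and 0% when thinned. The fibroblast difference in *Mndal* is shared by other classes, with log2 ratios of 2.15 in endothelial-like and 1.72 in NK-like cells.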

*Mrc2*, which is known to facilitate collagen remodeling (49) and *Mndal* (50), an interferon (IFN)-stimulated gene, are also differentially expressed in the NOD mouse fibroblasts. *Mndal* was also differentially expressed by NOD macrophages as well as *Stat1*, which is expressed in macrophages tending towards an M1 phenotype following IFN stimulation. This analysis confirmed that fibroblast and macrophage gene expression differs in the NOD/ShiLtJ mouse strain relative to control mice and suggests that both cell types are in a myofibroblast like, pro-fibrotic/pro-inflammatory state in the NOD/ShiLtJ mouse.

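*Mndal* stood at 353 CPM in the NOD macrophage-like cells and 83.6 in those of CD1 (log2 2.08, interval 1.96 to 2.20). Unthinned, *Mndal* was found in 85.4% of NOD and 41.1% of CD1 macrophage-like cells. Thinning to 500 UMIs left *Mndal* in 15.6% and 4.83%. T-like cells held *Mndal* as well, in 87.8% of NOD and 40.2% of CD1 cells. A list of 28 interferon-response genes gave 4216 CPM in NOD and 1703 in CD1 in macrophage-like cells (log2 1.31), and ratios of 0.79 in endothelial-like, 0.62 in T-like and 0.59 in NK-like cells. The interferon difference is thus not confined to macrophages.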

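The NOD fibroblast-like cells carried more interferon-response RNA than those of CD1 (5122 and 1597 CPM, log2 1.68, interval 1.41 to 1.96). Of the genes often used to call myofibroblasts, *Acta2* was found in 0 of the 35 NOD fibroblast-like cells and *Myl9* in 7. *Acta2* is among the markers that name mural-like cells, so a stromal group high in it would tend to get that name. Its absence here therefore cannot decide on a myofibroblast-like state. From its comparison of the strains, the paper states that gene expression differs in fibroblasts and macrophages, and proposes that both cell types are in a myofibroblast-like, pro-fibrotic and pro-inflammatory state in NOD/ShiLtJ.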

### 3.2 The NOD/ShiLtJ salivary glands show a fibrotic response by 20 weeks

To interrogate fibrosis, gland sections were subjected to PSR staining to detect fibrillar collagens. PSR staining showed increased fibrosis in the NOD/ShiLtJ SMG relative to control CD-1 (**Figures 2A, B C1, D1**). To more accurately quantify the periacinar fibrosis in the 20 week mice, we turned to PharmaNest’s FibroNest’s platform, which has been used to quantify multiple aspects of the fibrotic response in many contexts (43, 51–53). PharmaNest’s AI-driven quantification and interpretation methods (FibroNest) (43) were used to examine specific aspects of collagen deposition and arrangement from the PSR images by first detecting fine collagens and assembled collagens in the periacinar regions separately from the periductal regions (**Figures 2C2, D2**). Collagen density was also calculated and represented with a density map (**Figures 2C3, D3**). Quantification of 140 quantitative fibrotic traits (qFTs) from the fine collagens, assembled collagens and density maps (excluding the periductal collagen) revealed significantly increased trait scores in all 5 major categories (**Supplementary Figure 2**), revealing a fibrotic phenotype in the NOD/ShiLtJ SMG relative to control CD-1 glands. Most of the qFTs showed generally higher levels in the NOD/ShiLtJ SMG relative to control CD-1 glands (**Supplementary Figure 2**). These scores generally reveal increases in fine collagen, thick collagen, and complex collagen architecture, suggestive of higher collagen levels and increased crosslinking, revealing interstitial fibrosis in the NOD/ShiLtJ SMGs at 20 weeks.

**Figure 2:**
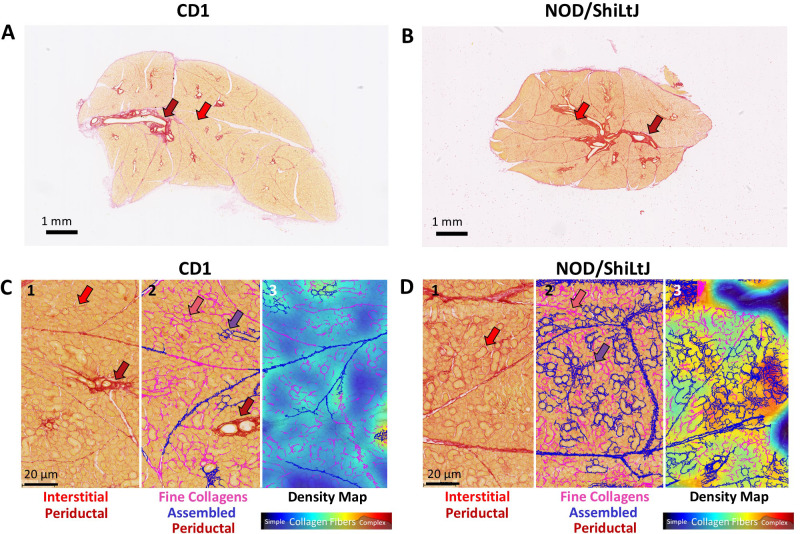
SMG of NOD/ShiLtJ mouse accumulates excess ECM. **(A)** tissue section of whole SMG from a 20-week CD1 female mouse reveals normal ECM accumulation around ducts and in interstitial regions when stained with PSR. Scale = 1 mm **(B)** A section of a whole SMG from a 20-week NOD/ShiLtJ mouse stained with PSR reveals excessive ECM accumulation in the interstitial periacinar (red, red arrow) and periductal (dark red) regions. Scale = 1 mm. **(C)** CD1 and **(D)** NOD/ShiLtJ SMGs stained with PSR demonstrating FibroNest quantification process on one slide with progressive overlays on each tissue panel (1-3). **(C1, D1)** PSR showing interstitial collagen around the acini (red arrow) and periductal collagen accumulating around ducts (dark red arrow). **(C2, D2)** FibroNest software detects fine collagens (pink arrow) and assembled collagens (indigo arrow) in architecture complexity color map. **(C3, D3)** PharmaFest architecture collagen complexity density map using look up table to indicate simple (blue) to complex (red) collagen. Scale, 20 µm.

### 3.3 The fibrotic response in NOD/ShiLtJ salivary glands correlates with hyperglycemia

When examining fibrosis phenotypes (**Supplementary Figure 2**), we noted there seemed to be two phenotypes in the NOD/ShiLtJ mice. Whereas all 8 of the CD-1 mice showed an overall normal phenotype (**Supplementary Figure 2**), four of the NOD mice showed a fibrotic phenotype (NOD2-5), three showed a normal phenotype (NOD6-8) and one an intermediate phenotype (NOD1). Since NOD/ShiLtJ mice are diabetic (24), we assessed the diabetic phenotype by taking blood glucose measurements. Animals with glucose readings >250 mg/dL (54, 55) were labeled as phenotypically diabetic (NOD-D) and those that were lower were labeled as not diabetic (NOD-nonD). To determine if the fibrotic phenotype is related to the diabetic phenotype, we compared the glucose score of the NOD/ShiLtJ animals with the collagen composite score qFT. We observed a correlation between the collagen composite score and the glucose level, which we quantified with linear regression (**Figures 3A, B**). Given this, we reanalyzed the data in **Supplementary Figure 2**, separating the non-diabetic (NOD-nonD) mice from the diabetic (NOD-D) mice for comparisons of the FibroNest scores. The NOD-nonD phenotype did not show a significant difference in most of the FibroNest fibrotic scores when compared to the control CD1 (**Figures 3C–E, I–K**). In contrast, the diabetic NOD-D SMGs showed a statistical increase in all FibroNest scores when compared to control CD1 (**Figures 3F–H, L–N**). These data indicate that the fibrosis in the NOD/ShiLtJ mice is correlated with the diabetic phenotype.

**Figure 3:**
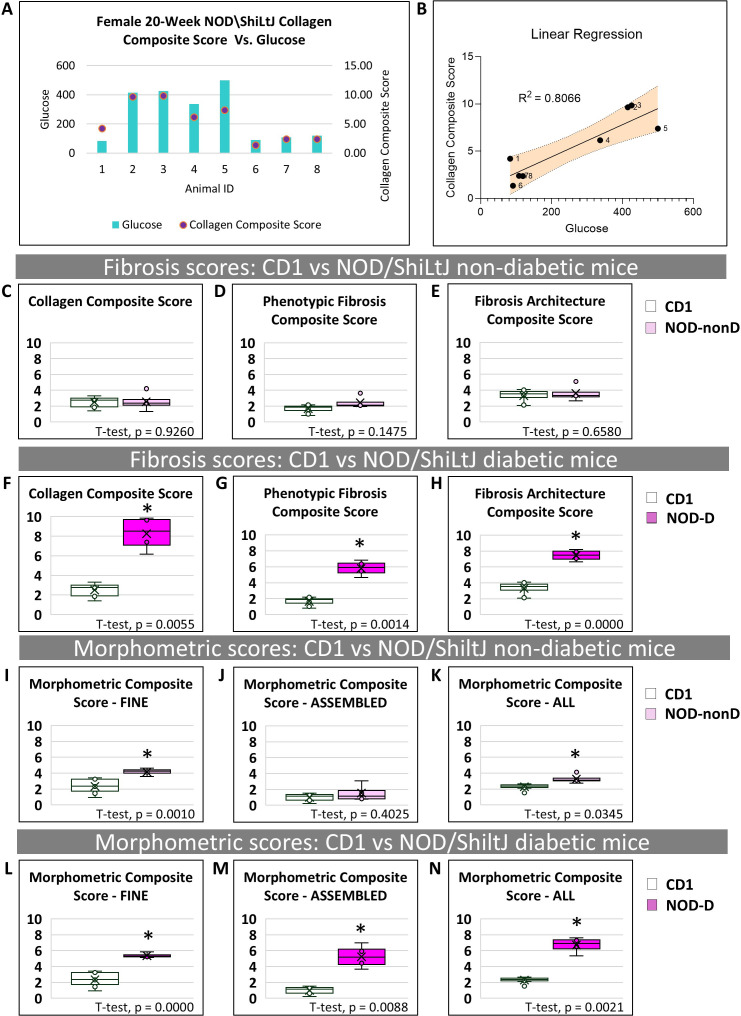
The diabetic phenotype in the NOD/ShiLtJ mouse correlates with the fibrotic phenotype. **(A)** FibroNest Collagen Composite Score compared to glucose reading from 20-week-old female NOD/ShiLtJ SMG. **(B)** Linear regression analysis demonstrates the relationship between glucose and Collagen Composite Score with R^2^ = 0.8066. Shaded area shows the 95% confidence intervals. **(C–N)** Selected qFT scores from **Supplementary Figure 2** were compared separately in SMGs from 20 week female mice: CD1 vs female diabetic NOD/ShiLtJ (NOD-D) (glucose > 250, n = 4) and Non-Diabetic (NOD-Non-D) Phenotype (glucose < 250) **(C–E)** qFT fibrosis Scores for CD-1 vs NOD-nonD. **(C)** Collagen Composite Score, **(D)** Phenotypic Fibrosis Composite Score, **(E)** Fibrosis Architecture Composite Score. **(F–H)** qFT Fibrosis Scores for CD-1 vs NOD-D **(F)** Collagen Composite Score, **(G)** Phenotypic Fibrosis Composite Score, **(H)** Fibrosis Architecture Composite Score. **(I–K)** qFT Morphometric Composite Scores for CD-1 vs NOD-nonD SMGs. **(I)** Morphometric Composite Score – FINE, **(J)** Morphometric Composite Score – ASSEMBLED, and **(K)** Morphometric Composite Score – ALL. **(L–N)** qFT Morphometric Composite Scores for CD-1 vs NOD-D SMGs. **(L)** Morphometric Composite Score – FINE, **(M)** Morphometric Composite Score – ASSEMBLED, and **(N)** Morphometric Composite Score – ALL. Y axis in all graphs represents arbitrary units. CD-1 n=8 mice. NOD/ShiLtJ n= 8 mice. n = 4 mice each subgroup (Diabetic and non-diabetic); statistical analysis performed by Student’s t-test. p values are indicated. *p < 0.05.

### 3.4 Nintedanib modulates collagen assembly in the NOD/ShiLtJ mouse submandibular glands

We then tested the antifibrotic small molecule, nintedanib, for reduction of fibrosis in the SMGs of the NOD/ShiLtJ mice. 

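In endothelial-like cells, *Kdr* stood at 1934 CPM in NOD and 2759 in CD1 (log2 -0.51), *Flt1* at 4675 and 5198 (log2 -0.15) and *Flt4* at 114 and 114. *Kdr* was found in 96.7% of NOD and 98.2% of CD1 endothelial-like cells, or 59.1% and 68.3% after thinning to 500 UMIs. T-like cells, which should lack it, held it in 2.15% and 6.90%, or 0.291% and 2.30% after thinning. *Fgfr3* stood at 21.4 and 22.6 in endothelial-like cells. *Lck* was found in T-like (533 and 378, log2 0.50) and NK-like cells (365 and 300, log2 0.28). *Lyn* stood at 875 and 819 in B-like and at 1437 and 973 in macrophage-like cells (log2 0.56). *Src* (36.7 and 26.4, log2 0.48) and *Flt3* (24 and 14 UMIs, log2 3.23) were sparse in macrophage-like cells, and *Flt3* stood at 14.6 in NOD B-like cells (61 UMIs). In macrophage-like cells, *Flt3* turned to -1.09 with a limit of 5% mitochondrial UMIs and to -1.17 with each library clustered alone. *Src* turned to -0.01 with a limit of 20% mitochondrial UMIs and to -0.19 at resolution 0.2.

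*Fgfr1* stood at 211 and 69.4 in fibroblast-like cells (103 and 5 UMIs, log2 1.60, interval 0.33 to 3.25). *Fgfr2* had 1 UMI in the 35 NOD cells and 2 in the 4 CD1 cells. In all stromal cells together *Fgfr2* had 1 UMI in NOD and 25 in CD1 (log2 -5.07), 23 of them in mural-like cells and 0 in the mural-like group that NOD shares, and *Fgfr1* stood at 170.2 and 106 (log2 0.68, interval 0.17 to 1.20).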

We first confirmed using scRNASeq data that the nintedanib targets are expressed in the glands (**Figure 4A**). 

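*Pdgfra* stood at 1228 CPM in the NOD fibroblast-like cells (600 UMIs) and 417 in those of CD1 (30 UMIs), a log2 ratio of 1.56 (1.03 to 2.14). *Pdgfrb* stood at 186 and 69.4 (91 and 5 UMIs, log2 1.42, interval 0.15 to 3.08). Endothelial-like cells, which should lack *Pdgfra*, had 2.44 and 2.19. *Pdgfrb* was found in 88.6% of the NOD and 50% of the CD1 fibroblast-like cells, and in 20.0% and 0% when thinned to 500 UMIs. Endothelial-like cells held it in 0.123% and 0.182%, and in 0% and 0.0454% when thinned. In the mural-like group found in both libraries (16 NOD and 10 CD1 cells), *Pdgfrb* stood at 1236 and 706 (log2 0.81, interval 0.39 to 1.24). Over all stromal cells, *Pdgfra* stood at 989 and 66.3 (log2 3.90) and *Pdgfrb* at 391 and 186 (log2 1.07).

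With doublets kept, the fibroblast-like ratio was 0.16 for *Pdgfra* and -0.34 for *Pdgfrb*, and *Pdgfrb* fell below 0 under 6 of 13 alternatives. *Pdgfra* fell below 0 under 1 alternative, the minimum of 1000 UMIs and 500 genes (log2 -0.18).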

We noted increased expression of*, Pdgfra and Pdgfrb* in the NOD/ShiLtJ fibroblasts relative to control CD1. We evaluated the progression of fibrosis in the NOD/ShiLtJ mice to identify an early fibrosis stage to administer nintedanib. Fibrosis is detectable but very low in the salivary glands of the female NOD mouse at 12 weeks (pre-disease) and increases over time (**Supplementary Figure 3**) (25). Comparison of the NOD/ShiLtJ SMGs stained with PSR at 16 weeks (mid stage disease) and 20 weeks (late stage disease) showed increased fibrosis at 20 weeks (**Figures 4B, C**), and quantification based on thresholding to generally select fibrotic responses in these two regions of tissue (**Supplementary Figure 4**) revealed that both periductal fibrosis and periacinar fibrosis are present at lower levels in 16 week SMG relative to 20 week SMG (**Figures 4D, E**). We thus selected 16 weeks as the timepoint to start nintedanib treatments to mimic patients at an early/mid stage of disease. In previous work, doses of 30–100 mg/kg of body weight were shown to be effective in mice with IPF (30), systemic sclerosis (32), and liver fibrosis (33). We thus began treatment with nintedanib at 16 weeks in 10 female mice for each cohort using a dose of 1.5 mg/mouse (68 mg/kg) of nintedanib or vehicle every other day via oral gavage until 24 weeks when SMGs were harvested and stained with PSR (**Figures 5A, B**).

**Figure 4:**
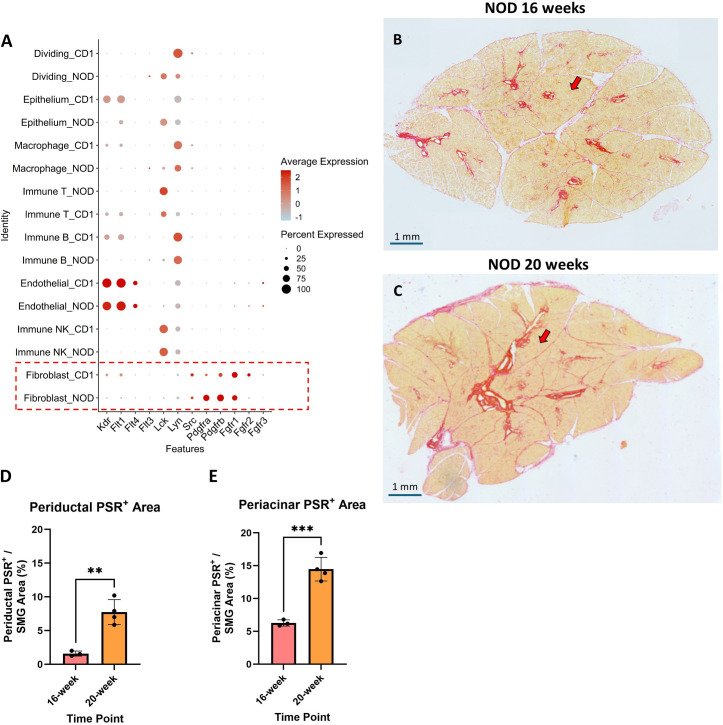
Expression of nintedanib target genes in fibroblasts of NOD/ShiLtJ and CD1 SMG from scRNASeq. **(A)** Dot plot showing the expression levels of known nintedanib targets in 20-week-old female SMGs from CD1 and NOD/ShiLtJ mice by cell clusters with fibroblasts indicated (red dotted line). **(B)** 16-week-old NOD/ShiLtJ SMG and SLG stained with PSR. **(C)** 20-week-old NOD/ShiLtJ SMG and SLG stained with PSR. Red arrow shows ECM accumulation in an interstitial periacinar region. Scale, 1 mm. **(D)** Quantification of periductal PSR stain as percentage of total tissue area. **(E)** Quantification of periacinar PSR stain as percentage of total tissue area. 16-week n=3 mice, 20-week n=4 mice. Unpaired t-test **p < 0.01, ***p < 0.001.

**Figure 5:**
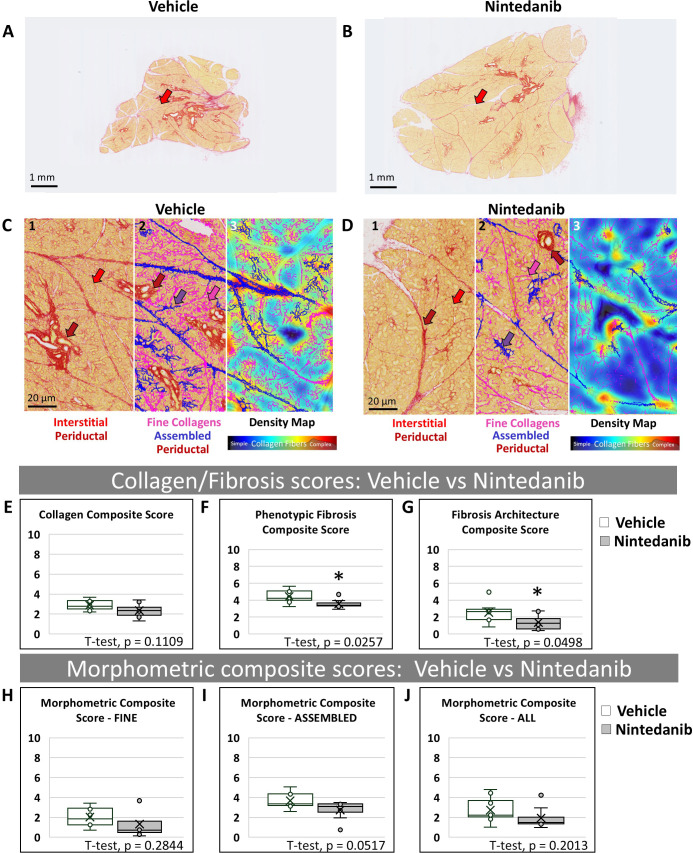
Nintedanib treatment in NOD/ShiLtJ Mice shows partial reduction in fibrotic characteristics. SMG stained with PSR from a 24-week-old female NOD/ShiLtJ mice treated with **(A)** Vehicle or **(B)** Nintedanib. Scale, 1 mm. Red arrow shows accumulation of ECM in interstitial periacinar regions. **(C)** Vehicle and **(D)** Nintedanib-treated NOD/ShiLtJ SMGs at 24 weeks stained with PSR demonstrating FibroNest quantification process on one slide with progressive overlays on each tissue panel (1-3). Scale, 20 µm. **(C1, D1)** PSR stain showing interstitial collagen (red arrow) and periductal collagen (dark red arrow) **(C2, D2)** detection of fine collagen (pink arrow), assembled collagen (indigo arrow) with periductal collagen (dark red arrow), which was excluded from quantification. **(C3, D3)** Pharmanest architecture collagen complexity density map using look up table to indicate simple (blue) to complex (red) collagen. **(E–J)** Selected qFT fibrosis metrics from **Supplementary Figure 3** for vehicle vs nintedanib**-**treated SMGs. **(E)** Collagen Composite Score, **(F)** Phenotypic Fibrosis Composite Score, **(G)** Fibrosis Architecture Composite Score, **(H–J)** Selected qFT morphometric composite scores: **(H)** Morphometric Composite Score – FINE, **(I)** Morphometric Composite Score – ASSEMBLED, and **(J)** Morphometric Composite Score – ALL. Y axis in all graphs for each treatment. Statistical analysis performed by Student’s *t*-test. *p* values are indicated. * p < 0.05.

Images of SMG PSR-stained cryosections were then quantified with FibroNest scoring to evaluate the periacinar fibrotic response following nintedanib treatment. PharmaNest’s AI quantification and interpretation methods (FibroNest) (43) were used to examine specific aspects of collagen deposition and arrangement from the PSR images by first detecting fine collagens and assembled collagens after treatment with vehicle or nintedanib (**Figures 5C, D**), and Quantitative fibrotic traits (qFTs) were evaluated (**Supplementary Figure 5**). Examination of the qFTs previously identified in the NOD/ShiLtJ mouse SMGs (**Figures 3F–H, L–N**), revealed statistical differences in Phenotypic Fibrosis Composite Score (**Figure 5F**) and Fibrosis Architecture Composite Score (**Figure 5G**) in nintedanib-treated glands relative to Vehicle-treated glands. The collagen composite score and morphometric scores for nintedanib-treated SMGs vs vehicle-treated glands were not statistically different (**Figures 5E, H–J**). However, the nintedanib-treated animals showed lower numbers for several qFTs in **Supplementary Figure 5**, including collagen branch counts, collagen areas and perimeters, entropy, and eccentricity counts for assembled collagen. These qFTs reveal modest but measurable decreases in fibrosis progression in female SMGs following 8 weeks with nintedanib treatment relative to vehicle-treated controls.

## 4 Discussion

Fibrosis is a component of many diseases, and the changes in the ECM that occur with fibrosis can significantly alter homeostasis by disrupting signaling, leading to increased cellular stress, inflammation, and organ dysfunction. Using quantitative image-based analysis, we show that female NOD/ShiLtJ salivary glands have both a periductal and a periacinar fibrotic phenotype that develops over 20 weeks with disease progression. Further, we show that the fibrotic response is heterogeneous, which mirrors the heterogenous nature of the fibrotic response in patients (20). Of note, the degree of assembled collagen in the periacinar region of the SMGs in female NOD/ShiLtJ mice correlates with the diabetic phenotype, as previously indicated (25). Treatment with the FDA-approved fibrotic inhibitor, nintedanib, caused a modest reduction in periacinar fibrosis in the affected salivary glands. While the nintedanib-treated animals showed persistent collagen by most criteria, the phenotypic fibrosis composite score, fibrosis architecture score, and morphometrics composite score – assembled, were all lower in in the periacinar regions of nintedanib-treated animals. While nintedanib did not eliminate or prevent fibrosis, these qFTs suggest that nintedanib disrupted fibrotic network organization and reduced the advanced collagen maturation in the periacinar region that occurs with progressive fibrosis. These findings are consistent with nintedanib interfering with more complex and crosslinked collagen assembly, consistent with electron microscopy studies (56) showing decreased collagen assembly in primary human fibroblasts from idiopathic pulmonary fibrosis patients.

Chronic hyperglycemia stimulates signaling pathways that drive fibrosis across many organs. Downstream changes in the renin-angiotensin-aldosterone system and advanced glycation end products (AGEs) have been reported as well as increased concentrations of growth factors including TGF-β (57). Patients with type I diabetes often present with fibrosis in the pancreas and other organs (58). Our data suggests that in the NOD/ShiLtJ salivary glands, hyperglycemia is likely a primary driver of fibrosis. However,. Hwang et al, proposed that the Th17/IL-17 axis is the primary driver of inflammation and fibrosis in the NOD mouse, with diabetes acting as an exacerbating metabolic driver (25). Importantly, the heterogeneity in nintedanib response observed in our study may reflect the variable age of onset of hyperglycemia across individual animals, further supporting the contribution of glycemic state to fibrotic severity.

Our scRNASeq data analysis of DEGs reveals a transcriptional profile consistent with activated, pro-fibrotic fibroblasts, or myofibroblasts, in the NOD mouse. *Fap* (fibroblast activation protein) is a canonical marker of activated fibroblasts in salivary glands and other organs and is known to promote macrophage activation, ECM turnover and fibroblast proliferation. *Adamts12*, recently identified as a fibroblast-specific gene that is increased in kidney and heart fibrogenesis, can remodel the ECM to facilitate activation and migration of injury-responsive fibroblasts. The high expression of *Mndal* in fibroblasts and macrophages, an interferon-inducible gene that is implicated in autoimmune susceptibility including lupus (50), is consistent with an interferon signature and participation of the fibroblasts in immune dysregulation. 

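*Col1a1* stood at 1496 CPM in NOD and 625 in CD1 fibroblast-like cells (731 and 45 UMIs, log2 1.26, interval 0.82 to 1.73), and *Col5a2* at 1103 and 333 (539 and 24 UMIs, log2 1.73, interval 1.14 to 2.38). *Col1a2* fell to -0.01 with doublets kept and to -0.09 with a minimum of 1000 UMIs and 500 genes. *Col1a1* also fell to -0.09 with that minimum.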

The fibroblasts also show increased expression of multiple collagens (e.g. *Col1a1, Col1a2, Col3a1*, and *Col5a2*), consistent with broad increases in ECM level in the glands. Overall, these data suggest that fibroblasts adopt both a pro-inflammatory and pro-fibrotic phenotype, which may be restricted to different cell sub-populations, similar to observations in human patients (59). Our scRNASeq data also reveals expected increases in B and T cell populations, similar to prior reports for the similar NOD.B10 mouse strain that lacks the diabetes co-morbidity (60). Previous reports in the NOD.B10 mouse strain indicate that the epithelial cells upregulate interferon signaling genes, including *Irf7, Cxcl10, Bst-2*, and *Stat1*, suggesting that epithelial cells also contribute to interferon signaling during SjD disease progression in the NOD.B10 mouse.

The ability to assess the correlation of the fibrotic response with gland function has been controversial and hindered by a lack of quantitative tools (61). Although it would be highly valuable to evaluate the contribution of anti-fibrotic inhibitors to functional differences in saliva output, we were unable to measure meaningful nintedanib-dependent increases in saliva levels due to high heterogeneity in our measurements. Other studies have nevertheless correlated fibrotic state with saliva levels. In one study, quantification of H&E-stained tissues associated minor salivary gland fibrosis with focus score, independent of aging (20). In recent work, Relative Interstitial Fibrosis Area (RIFA) was quantified from trichrome-stained minor salivary glands from SjD patients (62). With this analysis, a correlation was demonstrated between unstimulated saliva flow and RIFA in minor salivary glands. As with the RIFA method, in this study we quantified the interstitial area near the acini where the ECM is most likely to affect gland secretory function. Here we demonstrate the utility of the more sensitive FibroNest analysis of PSR staining (63, 64), which has a higher signal to noise ratio than trichrome staining, enabling a more detailed analysis of the collagen assembly state in the periacinar region. Although periductal fibrosis is excluded from FibroNest quantification, future quantification of PSR staining of the periductal staining pattern though AI-enhanced image analysis will likely be informative given the increases in periductal fibrosis from 16–20 weeks in the NOD/ShiLtJ mouse SMG.

The digital pathology approach and FibroNest Scores used here are not without their limitations. The composite scores may be subject to overfitting, given the limited sample sizes and absence of independent validation cohorts. Spatial heterogeneity of tissue may also introduce sampling variability that limits the utility of phenotypic scores. Nevertheless, recent data in liver cirrhosis indicate that the sampling variability of phenotypic scores is relatively low, with an average coefficient of variation of 16% (43). Given this, the robustness and consistency of the PSR protocol and high signal to noise relative to trichrome staining, FibroNest quantification of fibrosis may have utility for future SjD studies using animal models and human patient samples, similar to other conditions (43, 51, 52, 65–67).

SjD and type 2 diabetes share overlapping inflammatory and immune dysregulation pathways. However, diabetes is not among the common comorbidities in SjD patients, and data on the prevalence of diabetes in SjD patients remains limited. Regardless, once the relationship between diabetes and fibrosis is better understood, our data suggest that knowledge of patient glycemic state may be beneficial in guiding use of anti-fibrotic drugs for treatment of SjD. These data also point to the possibility that different pathways drive distinct fibrotic states, and that more comprehensive knowledge of the mechanisms underlying fibrotic phenotypes will be essential for the rational use of anti-fibrotic agents in patients. Fibrotic inhibitors have been approved by the FDA for several diseases and have shown limited efficacy in reducing the fibrotic burden and improving organ function. Nintedanib has demonstrated efficacy in several lung diseases, including patients with ILD (31), IPF (68) and COVID19 (69) but has only been tested in salivary glands of human patients for salivary gland cancer (70). Although ILD occurs in roughly 10–20% of primary Sjögren’s patients by clinical detection (71), SjD patients were not separately analyzed in the INBUILD ILD nintedanib trial. The effects of nintedanib are complex because it is a broad-spectrum tyrosine kinase inhibitor affecting multiple targets, not all of which are necessarily involved in fibrosis. Fibroblasts are altered in SjD, transitioning to immunofibroblasts (72) and modulating extracellular matrix organization (59). Other growth factors beyond nintedanib’s primary targets have been implicated in fibrosis, including Transforming Growth Factor beta (TGFβ), which is a major driver of fibrosis in many organs (73) and in salivary gland fibrosis models (36, 74), although nintedanib may decrease TGFβ-mediated fibrosis indirectly. Comparison of the genes increased in fibroblasts of patients having IPF and SjD identified only *Setd8* and *Cxcl12* as common fibroblast genes in both diseases (62), suggesting that the fibrotic responses in IPF and SjD are likely distinct, indicating a requirement for personalized therapeutic approaches across patients. Transcriptomic and proteomic approaches to identify differentially expressed genes and proteins may provide insights into additional targets for the treatment of fibrosis in SjD and other fibrotic diseases. Analysis of the fibrotic response and its relationship to inflammation will require validation with larger sample sizes and evaluation in human patients.

In summary, the findings of this study highlight the utility of the NOD/ShiLtJ mouse in the study of fibrotic responses and provide evidence that fibroblast-driven fibrotic remodeling contributes to glandular pathology in a SjD-like disease. While nintedanib yielded only a limited benefit in this study, the modest reduction in periacinar collagen maturation points to fibrotic network organization as a tractable therapeutic target. Emerging strategies that limit the fibroblast-immune crosstalk offer a promising avenue for future investigation. Nerandomilast, the latest anti-fibrotic drug to be approved by the FDA (75, 76), targets phosphodiesterase-4B, to suppress downstream fibrotic signaling. This drug works through targeting cyclic AMP-dependent pathways to reduce TGFβ-induced myofibroblast activation, collagen gene transcription, ECM accumulation, and cytokine release, opening additional non-receptor-targeted pathways for possible future therapeutics. The use of advanced AI-assisted digital pathology approaches for fibrosis assessment will aid in the future evaluation of anti-fibrotic mediators as therapeutics in SjD and other fibrotic diseases.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE314772.

# Supplementary material for: Fibrotic remodeling in the NOD/ShiLtJ mouse model of Sjögren’s disease: insights from single-cell transcriptomics and AI-driven ECM quantification
**Source:** Front Immunol. 2026 Jul 20;17:1779014. doi: 10.3389/fimmu.2026.1779014
**Supplement:** Supplementary file 1

# Supplementary Figures

## Morrissey et al. 2026

**A**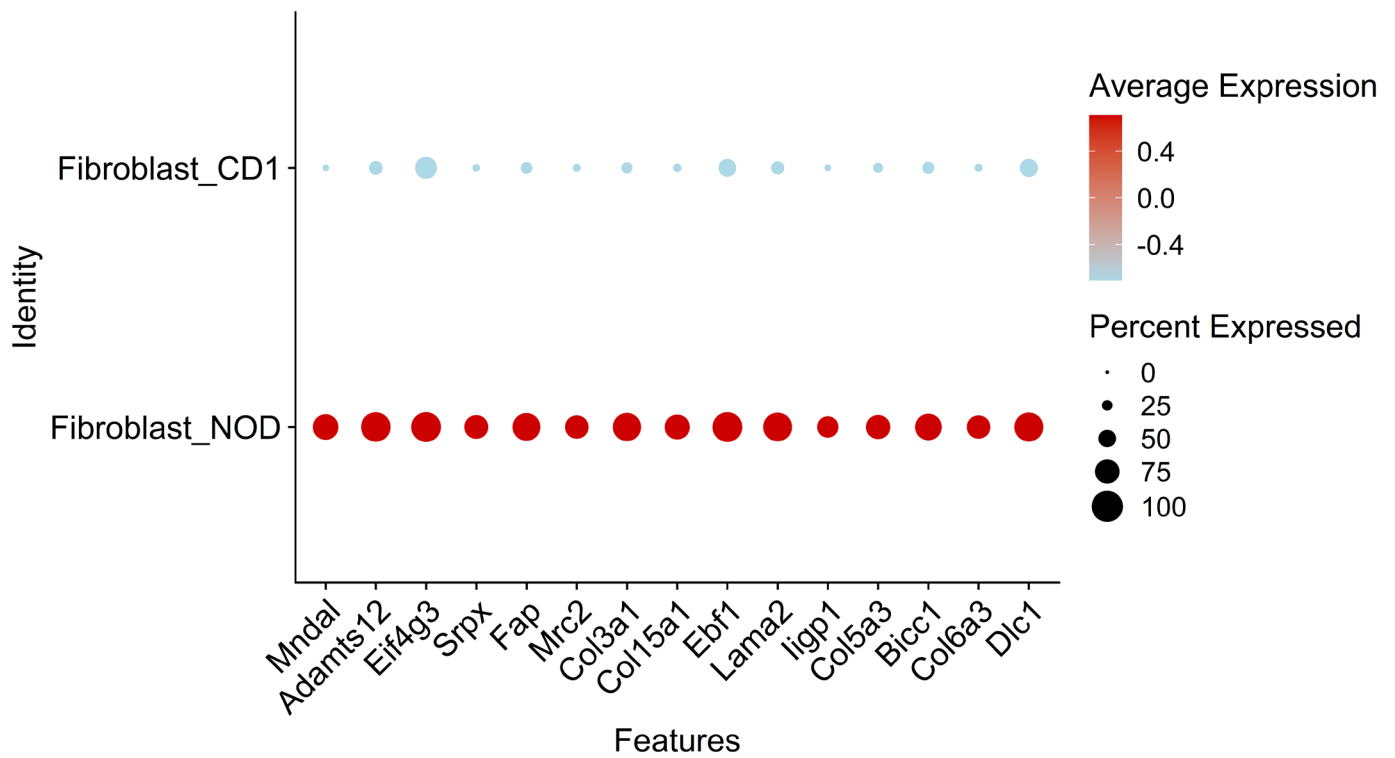**B**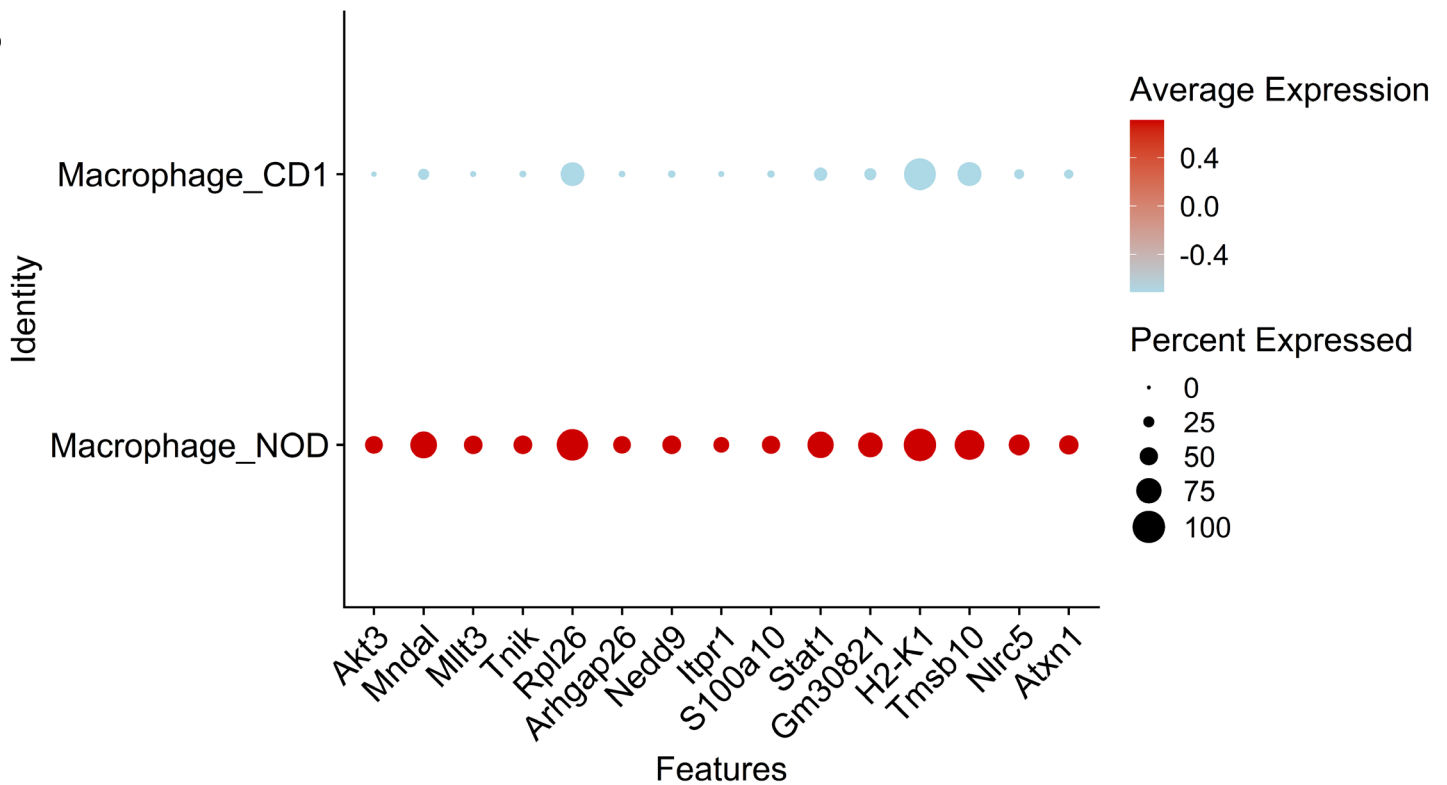

**Supplemental Figure 1. Differentially expressed genes in fibroblasts and macrophages of the mouse**

**submandibular salivary gland in the NOD vs CD1 mouse. A.** Dot plot shows Top 15 DEGs in NOD vs CD1 Fibroblasts and **B.** Dotplot shows Top 15 DEGs in NOD vs CD1 macrophages. The lookup table shows the degree of expression while the dot size shows the percentage of cells that express the gene. Many genes that are known to be increased in activated pro-fibrotic fibroblast populations are higher in the NOD fibroblasts than the CD1 fibroblasts, including *Fap*, *Col3a1*, and *Adamts12*. *Mrc2*, which is known to drive collagen remodeling and *Mndal*, an interferon (IFN)-stimulated gene, are also differentially expressed in the NOD mouse. In the macrophages, *Stat1*, which is activated by IFN and TLR signaling to promote an M1 macrophage phenotype, is highly increased. *Mndal* is also highly expressed in the macrophage population.

COLLAGEN  
BULK

## MORPHOMETRY (ALL)

MORPHOMETRY  
(FINE)MORPHOMETRY  
(ASSEMBLED)

## FIBROSIS ARCHITECTURE

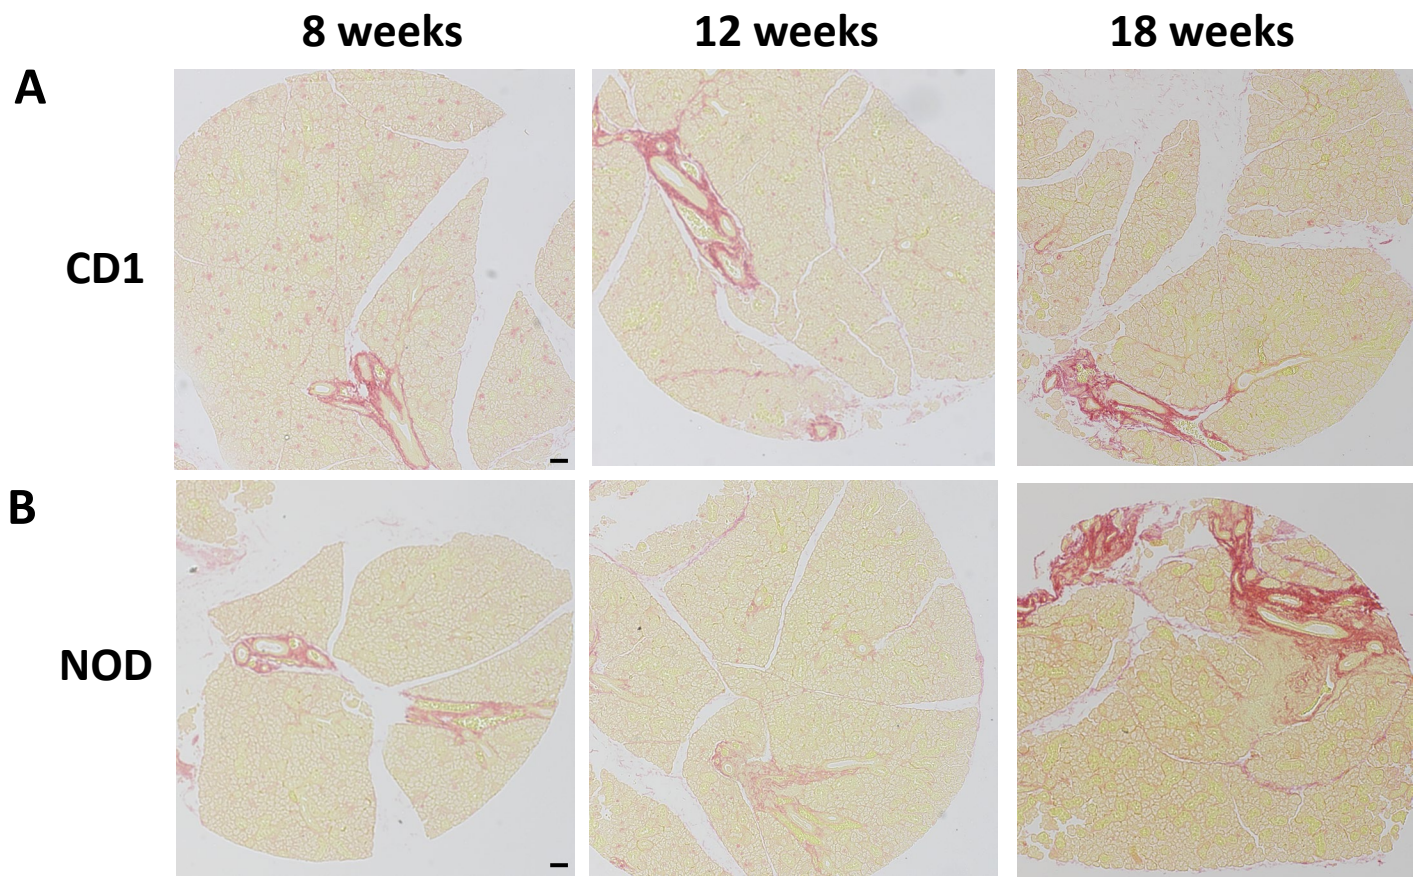

**Supplementary Figure 3.** Development of fibrosis over time in the female NOD mouse. A tissue microarray containing biopsy punches from **A.** CD1 and **B.** NOD female mouse SMGs at 8, 12, and 18 weeks were stained for PSR. Representative images are shown. Scale bars, 20  $\mu$ m.

**A****Periductal PSR<sup>+</sup>****16-week**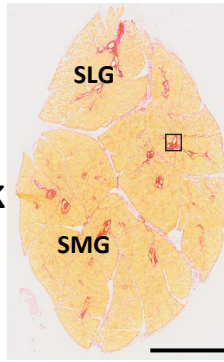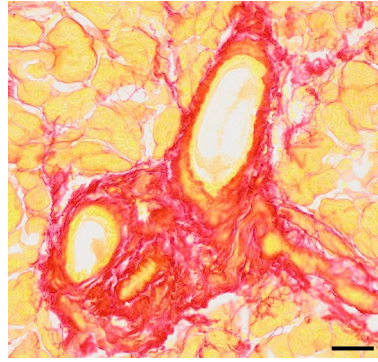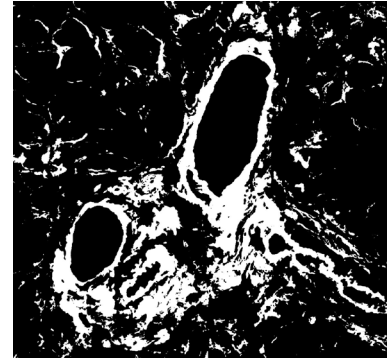**20-week**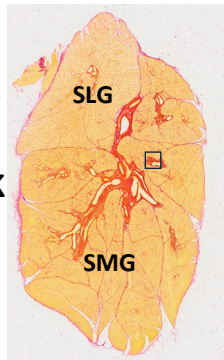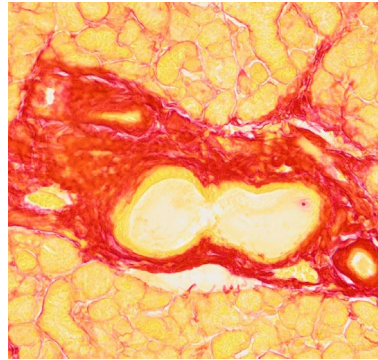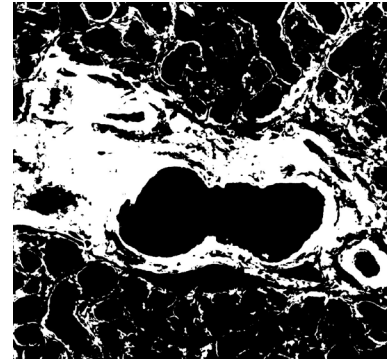**B****Periacinar PSR<sup>+</sup>****16-week**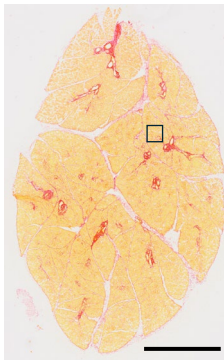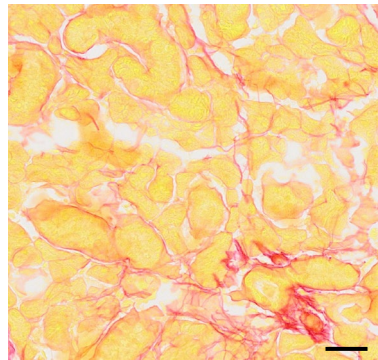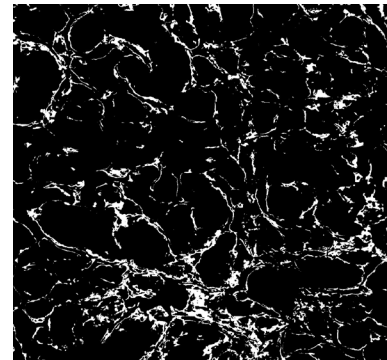**20-week**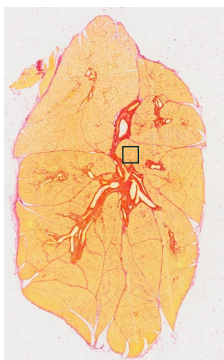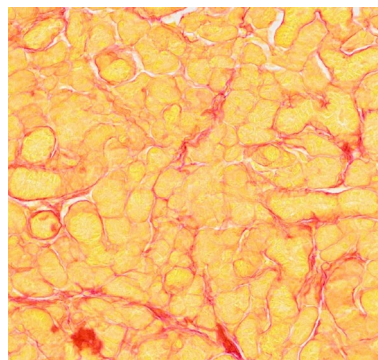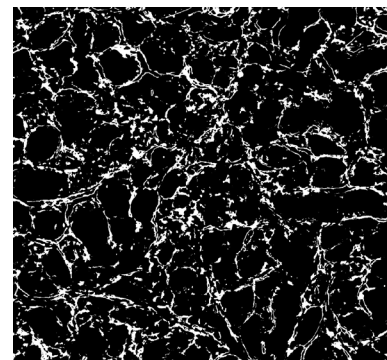

**Supplementary Figure 4. Periductal and periacinar fibrosis increase in the female NOD mouse SMG from 16 to 20 weeks.** Cryosections from female NOD mice at 16 (N=3) and 20 (N=4) weeks were stained with PSR and then quantified using FIJI. Thresholds were set to capture: **A** periductal fibrosis or **B** periacinar fibrosis in 16-week and 20-week female NOD mice. Representative whole glands are shown in the first column. Cropped PSR images of the region included in the black outline are shown in the second column.. Example masks showing the thresholded region that was quantified in Figure 4 are shown in the third column. Scale bar, 2 mm, first column and 10  $\mu$ m, second column).

How the deposited data were processed for this re-analysis (not part of the article)

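The single-cell libraries of NOD/ShiLtJ and CD1 salivary glands, 1 per strain, were processed from the counts that the authors deposited. Per the file headers, these are UMI counts per gene and barcode from Cell Ranger 8.0.0, with no cell filter, scaling or correction applied after counting. The NOD library held 52790319 UMIs over 1298073 barcodes and the CD1 library 56483149 over 1331542. The reference build is not given in the sources used here. Gene lengths, used for a single check, are spans of RefSeq genes on GRCm38.p6.

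Barcodes with at least 500 UMIs, at least 300 genes and at most 10% mitochondrial UMIs (37 genes) were kept. The minimum of 500 UMIs left 7998 NOD and 8376 CD1 barcodes, the gene minimum 6500.0 and 7014, and the mitochondrial limit 4917 and 5674. Scrublet in scanpy 1.11.5 scored each library alone. The highest 0.8% per 1000 barcodes were removed, 193 in NOD and 258 in CD1, whereas its own threshold would have removed 105 and 141. The 4724 NOD and 5416 CD1 cells left held 36600362 and 41799391 UMIs, with median mitochondrial shares of 4.76% and 4.44%. Barcodes with 10 to 100 UMIs were taken as empty droplets, 64931 in NOD (4899181 UMIs, median 79) and 70666 in CD1 (3370431 UMIs, median 47).

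Counts were log-normalized in Seurat 5.3.0 (R 4.3.3), and 2000 variable features were chosen without the 74 genes the paper names and without the Matrisome lists. The libraries were joined by CCA anchors over 30 dimensions and clustered by the Louvain method at a resolution of 0.5. A cluster took the name of a marker list (16 lists) when at least 3 of its markers were raised and it led the next list by at least 0.5 log2 units. A marker counted as raised at a log2 fold of at least 1 over the other cells, with 20 CPM added to both, and with UMIs in at least 10% of cells. A cluster stayed unnamed when it met no list, when more of its leading 10 genes were markers of another list, or when its median UMIs lay below the median of its library divided by 3 with no marker of its list among those 10 genes. The last rule left 3 clusters unnamed (348 NOD and 870 CD1 cells) that met the macrophage, endothelial and epithelial lists. Clusters named fibroblast, mural or Schwann were clustered again at the same resolution, since they held at least 50 cells. The cells were not named by *Col1a1*, *Pdgfra*, *Myl9*, *Kdr*, *Flt1*, *Flt3*, *Flt4* or *Lck*, which are results. *Acta2* was among the markers of mural-like cells.

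UMIs were summed over the cells of a class in each library and given as CPM with exact Poisson intervals. Log2 ratios have conditional binomial intervals, and shares of cells have Clopper-Pearson intervals, all at 95%. With 1 library per strain, no test was made, no genes were called changed, and cells were not treated as replicates. Shares of cells with a UMI of a gene were taken after thinning each cell to 500 UMIs. Category lists (44 collagen, 116 glycoprotein, 36 proteoglycan, 217 regulator, 98 cytokine and 107 secreted factor genes) were assembled here from gene names, as were lists of 28 interferon-response, 18 stress and 14 salivary secretory genes. Genes named in the text are those the paper names for these libraries, sex-linked genes, and in fibroblast-like and macrophage-like cells the 5 genes highest in each strain. These were ranked by the interval bound nearest 0 among genes with at least 20 UMIs, without markers and clustering features. Genes named beside these, such as *Tgfbi*, *Fgl2* and the genes leading a cluster, were chosen after their values were seen.

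Tested on simulated data drawn from the class sums with 200 genes changed by 1 or 2 log2 units, the 95% intervals held the true value for 95.7% of 13420 genes in macrophage-like cells and 97.1% of 4962 genes in fibroblast-like cells. Of the changed genes, 87.9% and 58.4% had an interval on their side of 0. The 20 genes ranked highest and lowest held 20 and 19 changed genes. The depth of the CD1 fibroblast-like class thus limits single genes there. The counts were drawn from the Poisson model that the intervals assume, so the coverage checks the calculation alone. Differences between cells were not simulated, and the intervals leave them out.

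The settings, the genes to be named and the alternatives were set before the data were examined, apart from the limits for naming clusters, the minimum of 10 UMIs for empty droplets, 2 alternatives for the core matrisome and *Pdgfr* genes and all alternatives for macrophage-like cell numbers, which were added later. The alternatives changed the minimum of UMIs and genes, the mitochondrial limit, the doublet step, the integration, the clustering features and resolution, the scaling, the weight of each cell, the free RNA and the cells taken as fibroblasts. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with scipy 1.17.1 and numpy 2.4.6. Some genes named in the paper are not reported singly here.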

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

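In this part, the tests on plasma-like cells, on the interferon-led T-like cells, on a change confined to macrophages and on the mix of stromal cells were chosen only after the result was seen.

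A plasma-like class, which the paper does not report, made up 0.656% of the NOD cells (31 of 4724) and none of the CD1 cells. A count of 0 in CD1 allows up to 0.0681%. A candidate explanation is that CD1 plasma-like barcodes were removed as doublets. With doublets kept, 10 CD1 barcodes (0.176%, interval 0.0845% to 0.324%) and 33 NOD barcodes (0.671%) were plasma-like, so the absence from CD1 came from that step and the higher share in NOD did not. The CD1 barcodes had a median of 41483.5 UMIs and 0.245% of UMIs on markers of other classes, against 20576 and 0.0503% in NOD. Whether they hold more than 1 cell stays open. A larger plasma cell population in the diseased gland was not tested.

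A T-like cluster led by *Mx1* and *Ifit1* held 0.931% of the NOD cells (44 cells) and none of the CD1 cells, and the paper does not report it. Too few CD1 T-like cells to show it is a candidate explanation. At the NOD share (2.56% of the T-like cells), 2.23 cells would be expected among the 87 CD1 T-like cells. A count of 0 among 87 allows up to 3.45%, taking 3 cells as the limit. Absence from CD1 and too few cells cannot be told apart here. A T cell response to interferon in NOD stays open.

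*Abcb1b*, *AY512915* and *Gm10320*, outside the genes the paper discusses, had 0 UMIs in the NOD macrophage-like cells. In CD1 they stood at 90.1, 17.2 and 12.9 CPM (1353, 258 and 193 UMIs). An allele or mapping difference between the strains may remove the counts of a gene from all cell types. *Abcb1b* fell less in endothelial-like cells (25 and 240 UMIs, log2 -1.56) than in NK-like cells (2 and 78, log2 -6.06). *AY512915* had 2 UMIs in CD1 endothelial-like and NK-like cells and 0 in those of NOD, which is too few to tell. *Gm10320* had 249 UMIs in those CD1 cells and 1 in those of NOD, so its loss is shared by the classes, although the test had asked for 0. A change confined to macrophages is argued against by the endothelial-like cells for *Gm10320* (log2 -5.80, interval -11.11 to -3.31) and *Abcb1b* (interval -2.22 to -0.96). A strain difference in sequence and a change in expression cannot be told apart for these genes, since no sequence of either strain was at hand.

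The core matrisome was lower in NOD in endothelial-like cells (log2 -0.21) and higher in NOD in all stromal cells together (log2 1.48). The difference between the classes was not tested, as each strain has 1 library. The stromal side may come from a different mix of cell types in the CD1 stroma, since at the NOD mix the ratio went from 0.71 to -0.15 with doublets kept and from 1.48 to 0.55 with doublets removed, where a part was left. No explanation of the endothelial side was tested.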

How the results depend on the processing

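The alternatives with cells chosen by their fibroblast markers and with *Srgn* left out, and all alternatives for the macrophage-like share and for the ratio of macrophage-like to endothelial-like cells, were chosen only after the values were seen, and the cause of each change below was not tested. Values are log2 ratios (NOD over CD1) unless given as percentage points. No paired analysis was possible because each strain has 1 library. The T-like difference kept its direction under 9 alternatives and the B-like difference under 9.

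At most 5% mitochondrial UMIs gave T-like cells 30.1 points and B-like cells 7.41 points. In fibroblast-like cells it gave the core matrisome -0.00851, *Pdgfra* 0.55, *Pdgfrb* -0.38, proteoglycans -0.37, regulators -0.0423, cytokines -0.00659, *Dcn* -0.42, *Lum* -0.83, *Fap* -0.0926 and *Nedd9* 0.77. In macrophage-like cells it gave *Flt3* -1.09.

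At most 20% mitochondrial UMIs gave, in fibroblast-like cells, the core matrisome -0.14, *Pdgfra* 0.30, *Pdgfrb* -0.34, glycoproteins -0.26, proteoglycans -0.25, regulators -0.0532, cytokines -0.14, *Dcn* -0.17 and *Lum* -0.68. In macrophage-like cells it gave the core matrisome -0.0562, glycoproteins -0.0141, *Sirpa* -0.28, *Kdr* 1.60, *Hspg2* 0.17, *Dlc1* -0.21 and *Src* -0.00567.

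At least 1000 UMIs and 500 genes gave, in fibroblast-like cells, the core matrisome -0.23, *Pdgfra* -0.18, *Pdgfrb* -0.13, glycoproteins -0.29, proteoglycans -0.45, cytokines -0.36, *Col1a1* -0.0941, *Col3a1* -0.17, *Col1a2* -0.0879, *Dcn* -0.42, *Lum* -0.91, *Nedd9* 0.65 and *Lyn* 0.85. At least 250 UMIs and 200 genes gave the core matrisome -0.16, *Pdgfra* 0.24, *Pdgfrb* -0.27, glycoproteins -0.26, proteoglycans -0.25, regulators -0.0666, cytokines -0.11, *Dcn* -0.17, *Lum* -0.69 and *Nedd9* 0.29.

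With doublets kept, fibroblast-like cells gave the core matrisome -0.17, *Pdgfra* 0.16, *Pdgfrb* -0.34, glycoproteins -0.27, proteoglycans -0.26, regulators -0.0640, cytokines -0.10, *Col1a2* -0.00966, *Dcn* -0.17, *Lum* -0.70 and *Nedd9* 0.32. With cells chosen by fibroblast markers and doublets kept, they gave the core matrisome -0.19, *Pdgfra* 0.24, *Pdgfrb* -0.50, glycoproteins -0.33, proteoglycans -0.26, regulators -0.0384, cytokines -0.14, *Dcn* -0.17 and *Lum* -0.70.

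With the study and Matrisome genes among the features, fibroblast-like cells gave the core matrisome -0.0538, *Pdgfra* 0.58, glycoproteins -0.26, proteoglycans -0.14, *Igfbp7* 0.33, *Dcn* -0.0482, *Lum* -0.0686 and *Serping1* -0.00597. With fibroblast, mural and Schwann clusters together they gave the core matrisome 1.48, *Pdgfra* 3.90, *Mgp* 1.07, *Igfbp7* 0.35, *Atxn1* -0.74 and *Igfbp5* -0.87.

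Each library clustered alone gave T-like cells 30.7 points, macrophage-like cells -0.849 points in place of -24.0, and the ratio of macrophage-like to endothelial-like cells 1.13 in place of -1.04. In macrophage-like cells it gave the core matrisome -0.0775, glycoproteins -0.0287, *Ptprc* -0.11, *Sirpa* -0.27, *Dlc1* -0.27, *Flt3* -1.17 and *Fn1* -2.71. Resolution 1.0 gave T-like cells 32.0 points, fibroblast-like cells the core matrisome 0.36, *Igfbp7* 0.0123 and *Nedd9* 1.60, and macrophage-like cells the core matrisome 0.0765 and *Sirpa* -0.0159. Resolution 0.2 gave macrophage-like cells the core matrisome 0.0818, secreted factors 0.35, *Sirpa* -0.26, *Kdr* 1.32, *Dlc1* -0.39 and *Src* -0.19.

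Median-of-ratios scaling gave the core matrisome 0.81 in fibroblast-like and 0.0134 in macrophage-like cells, and macrophage *Sirpa* -0.00697. The mean over cells gave the core matrisome in fibroblast-like cells 0.48. Free RNA subtracted, with 49.1% of the NOD and 3.14% of the CD1 UMIs taken as free by the secretory genes, gave the core matrisome 1.11 and *Igfbp7* 0.14 in fibroblast-like cells and regulators 0.0323 in endothelial-like cells. Leaving out *Srgn* gave the core matrisome in macrophage-like cells 0.23.

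Here a value counts as turned only where the interval in the chosen processing lies on 1 side of 0. For 60 named genes in fibroblast-like cells, 33 of the recomputed values turned direction, 239 moved beyond the interval and 445 stayed within it. For 67 named genes in macrophage-like cells these numbers were 17, 167 and 607. Category totals turned in 24 of the fibroblast-like, 3 of the macrophage-like and 1 of the endothelial-like values. Collagens in fibroblast-like cells kept their direction under all 13 alternatives (0.13 to 2.29), some of which only rescale the same cells. Of the shares of cells with a UMI, 0 turned by this rule, while 18 moved in fibroblast-like and 61 in macrophage-like cells.

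Some alternatives gave no value. Each library clustered alone left 0 CD1 fibroblast-like cells, and at resolution 0.2 no cluster was named fibroblast. Macrophage-like cells have no value with free RNA subtracted, because the secretory genes put the free share of NOD at 139%. Depth limits the shares in CD1 fibroblast-like cells, where 4 cells were left to thin.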

Differences from the paper's values

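The paper prints no number for these libraries that could be set against a value here, so this part gives differences of direction. A difference from the study may come from rebuilt names, since the fibroblast-like ratio of the core matrisome ran from -0.23 to 1.48 with the cells taken into the class. In the chosen processing the directions of the paper for fibroblast collagens (log2 1.15), regulators (0.51), glycoproteins (0.22), proteoglycans (0.73), *Pdgfra* (1.56) and *Pdgfrb* (1.42) were also found here.

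In Fig. 1E, the paper shows all of its 20 Matrisome genes higher in NOD fibroblasts. Here 17 of 20 were higher, and *Mgp* (log2 -0.90), *Igfbp7* (-0.29) and *Cst3* (-1.20) were lower. *Mgp* was higher in NOD only with fibroblast, mural and Schwann clusters together (1.07). *Igfbp7* was higher with those clusters together (0.35), with the study and Matrisome genes among the features (0.33), with free RNA subtracted (0.14) and at resolution 1.0 (0.01). *Cst3* was lower under every setting run. Cells chosen by fibroblast markers were among these settings and were chosen after the values were seen, while the others were fixed before the data were examined. The lower *Cst3* is not confined to fibroblast-like cells. It was also lower in NOD in the mural-like group found in both libraries (log2 -1.58) and in the cluster led by kallikrein genes (-2.90). In B-like cells it was not (0.42, interval -0.28 to 1.23).

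The paper states that macrophages have higher ECM mRNA in NOD. The core matrisome in macrophage-like cells was higher here (log2 0.15), as were glycoproteins (0.28). The interval held 0 for collagens (0.09) and proteoglycans (-0.03). Regulators were lower in NOD (-0.36), and they were lower under every setting run.

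The legend of Fig. 1C gives *Myl9* as a marker of fibroblasts beside *Pdgfra* and *Col1a1*. Here 7 of 35 NOD and 1 of 4 CD1 fibroblast-like cells held *Myl9*, with doublets kept 8 of 38 and 4 of 9. With fibroblast, mural and Schwann clusters together, 17 of 51 NOD and 22 of 30 CD1 cells held it. *Pdgfra* and *Col1a1* were found in 34 and 33 of the 35 NOD cells.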

Other observations

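In this part, the tests on the stromal mix, on the barcodes removed as doublets, on free RNA, on the ratio of macrophage-like to endothelial-like cells and its alternatives, on *Rpl26* and on the shorter genes were chosen only after the result was seen.

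The higher core matrisome of NOD stroma was weighed against 2 technical explanations. The empty droplets of NOD held 3537 core matrisome CPM against 59868 in NOD stroma, so more free RNA there would lower the NOD level. In CD1 stroma, free RNA would have to make up 73.2% of the UMIs to give the difference. The secretory genes put its share at 4.19% and the lymphoid and plasma markers at 1.44%, which argues against free RNA. A different mix of cell types in the CD1 stroma may account for it. With doublets kept and the CD1 groups weighted by the NOD mix, the ratio went from 0.71 to -0.15. With doublets removed it went from 1.48 to 0.55, so a part was left there, and that part rests on 4 CD1 fibroblast-like cells.

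The doublet step removed 7 of 9 CD1 fibroblast-like barcodes (77.8%). If these held a fibroblast and another cell, they would carry markers of other classes. Their median was 0.0449% of UMIs and their highest value 0.0713%, against a median of 0.0394%, an upper quartile of 0.0547% and a highest value of 0.237% in the 35 NOD cells that were kept. The 3 removed NOD barcodes had a median of 0.404% and 25539 UMIs. The 2 CD1 barcodes that were kept had 0.0175% and 0.412%, so 1 of them looks more mixed than any of the 7. The 7 CD1 barcodes had a median of 14371 UMIs, near the 14491 of the kept NOD cells. These values argue against a mixture with another cell class. Why Scrublet scored them high was not tested.

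The higher core matrisome of NOD macrophage-like cells was set against free RNA and against a few cells of another kind within the class. A share of 13.2% free RNA in NOD, with no free RNA in CD1, would be enough to give the difference. The secretory genes put the share at 18.5% in CD1 and at 139% in NOD. The latter is not possible, so these genes cannot give the share in macrophage-like cells. The lymphoid and plasma markers put the NOD share at 1.83%, below the share needed, which argues against free RNA as the whole explanation. Without the 5% of cells highest in the core matrisome (15 NOD and 82 CD1 cells), the ratio was 0.12 (interval 0.08 to 0.17) in place of 0.15. This argues against a few cells very high in these genes as the source. Which cells enter the class still matters. The ratio turned to -0.08 with each library clustered alone and to -0.06 with a limit of 20% mitochondrial UMIs. Disease and strain both stay open.

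Gene length was tested for the 15 macrophage genes of the paper. Across the 11179 of 11550 genes with a known length (96.8%), log2 ratios in macrophage-like cells rose with length (Spearman's rho 0.239), and they did so in endothelial-like (0.388), NK-like (0.231) and T-like cells (0.209). Genes are not independent replicates, so no p-value is given. The 8 genes of the list of 100 kb or more had a median log2 ratio of 1.36 in macrophage-like cells, 0.459 in endothelial-like and 0.243 in NK-like cells. All 1347 genes of that length had a median of 0.259, against -0.0498 for the 2730.0 genes under 10 kb. More unspliced RNA of long genes in NOD cells may thus account for a part of the ratios of the long genes. The 7 shorter genes had a median of 1.71, against 0.0970 for all genes. They were listed for being higher in NOD, so this value cannot decide whether length plays a part for them.

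*Mndal* was higher in NOD by at least 3.30-fold in each class with at least 100 cells in both libraries. An allele or copy that CD1 mice lack, or that the reference does not count, may lower it in CD1. The test had asked for 8-fold in every class for this and for under 2-fold against it, so strain and interferon response cannot be told apart for *Mndal*. *Rpl26* had nearly the same log2 ratio in each such class (1.22 to 1.28, a range of 0.0669). An allele or mapping difference that all cell types share may give this, but in mural-like cells the ratio was -0.27 (interval -0.80 to 0.23) and in T-like cells 1.50 (1.35 to 1.67). Set against the other ribosomal protein genes, which also fell in mural-like cells (log2 -1.83), *Rpl26* was higher in NOD by 1.56 in mural-like cells, 1.01 in dividing cells and up to 1.97 in T-like cells. The direction is then shared and the size is not, so whether all cell types share the difference stays open.

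The 28 interferon-response genes were higher in NOD macrophage-like cells (log2 1.31) and also in endothelial-like (0.79), T-like (0.62) and NK-like cells (0.59). This is consistent with a response shared by the cell types of the gland. The 18 immediate early and heat shock genes were slightly higher in NOD macrophage-like cells (log2 0.13, interval 0.10 to 0.15). This rise is far smaller than that of the interferon-response genes. It is also no larger than the shift of -0.14 that median-of-ratios scaling gives this class. A stress response to dissociation stays open, but these values give little ground for it.

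Macrophage-like and endothelial-like cells were both a smaller share in NOD. If added T-like and B-like cells had lowered all other shares alike, the ratio of macrophage-like to endothelial-like cells would be unchanged. It was 0.361 in NOD and 0.743 in CD1 (log2 -1.04, interval -1.26 to -0.83 by a normal approximation). With each library clustered alone it turned to 1.13, where a CD1 cluster of 991 cells with 6 macrophage markers raised stayed unnamed. With each cell placed by its own markers, which needs no clusters, it was -0.68 (interval -0.86 to -0.50). This argues against dilution by other cells as the whole explanation. Fewer macrophages in NOD, a different yield from dissociation and a difference between the pools stay open.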
